# Fosl2 facilitates chromatin accessibility to determine developmental events during follicular maturation

**DOI:** 10.1038/s41467-025-64009-6

**Published:** 2025-10-08

**Authors:** Hongyong Zhang, Zechen Li, Yanmei Zhu, Wencong Lyu, Wenlu Wei, Haochen Wang, Shuangjie Tian, Wei Yue, Jiajing Zhong, Qing-Yuan Sun, Yiting Guan

**Keywords:** Epigenomics, Development, Reproductive biology

## Abstract

Granulosa cells (GCs) are the most dynamically responsive cell lineage to encourage continuous folliculogenesis; however, developmental dynamics and interplay with downstream transcription circuitry remain unclear. Here, we unravel the redistribution of genome-wide chromatin areas that drive broad developmental-related transcriptomic alterations during follicular maturation in murine and porcine GCs. Distinct GC-activated accessibility regions (GAAs) at the ovulatory phase are responsible for augmenting flanking GC-involved developmental gene (GDG) expression, which are essential for transcriptional responses to developmental cues. Mechanistically, the transcription factor Fosl2 is strongly recruited to GAAs, facilitating chromatin accessibility state transition. Elevated GAA signals driven by Fosl2 loading induce a significant upregulation of adjacent GDG expression. Additionally, GC-specific Fosl2 deletion in mice perturbs GC cellularity, leading to subfertility related to reproductive aging. Together, we highlight a dynamic chromatin accessibility landscape during follicular maturation, revealing the indispensable Fosl2 function not only controls transcriptional activation via a reconfigured chromatin state, but also orchestrates intricate signaling pathways that are fundamental for ovulation and reproduction.

## Abstract (web summary)

Granulosa cells are the key lineage driving continuous folliculogenesis. Here, the authors reveal that the transcription factor Fosl2 reconfigures chromatin state in these cells and coordinates vital signalling pathways for ovulation and reproduction.

## Introduction

Millions of women worldwide struggle with female infertility. Any malfunction caused mainly by meiotic anomalies extensively imperils reproductive potential and fertility rates^1–3^. At the heart of the reproductive process lies the ovarian follicle, a structure that plays a pivotal role in female fertility. Within the ovary, the follicle establishes a complex bidirectional communication network between oocytes and supporting cells, which is crucial for synchronized oocyte maturation and follicular growth, thereby ensuring precise developmental gene expression patterns^4^. Therefore, clarifying the regulatory mechanisms that govern ovulation and folliculogenesis is a critical research imperative for combating organ dysfunction and its associated impact on female fertility.

Oocyte maturation is a complex dynamic process, tightly controlled by autocrine and paracrine regulatory factors^5^. In mammals, oocyte maturation is highly dependent on the neighboring granulosa cells (GCs) support. As the most abundant cell in the ovary, proliferating GCs are progressively released from the ooplasm and undergo cumulus expansion as the follicles mature from the antral phase to the ovulatory phase. They possess stem-like properties that protect the oocytes from the detrimental effects of the microenvironment, allowing for nutrient and signal exchange, which in turn promotes oocyte growth^6^. Functioning as signaling hubs, GCs facilitate dialogue with oocytes throughout developmental phases and simultaneously receive directives from the pituitary gland. During the transition from antral to ovulatory follicles, GCs communicate with oocytes, directly affecting gene expression and protein synthesis, ultimately promoting meiotic maturation of the oocyte^7^. Alternatively, GC apoptosis has been recognized as a key factor triggering follicular atresia^8–10^. In developing GCs, the follicle-stimulating hormone receptor (FSHR) highly expressed in GCs is the most important mediator of estradiol synthesis, serving as the prerequisite for the acquisition of oocyte maturation competence^11^. Given that oocyte competence is exclusively developed through its bidirectional interaction with GC, the closely surrounding GCs offer a valuable biological resource for conducting molecular analyses designed to assess the developmental potential of the oocyte. Indeed, disruptions in GCs during follicular maturation can cause ovarian dysfunction and various diseases^12,13^. Thus, elucidating the regulatory mechanism of GC during folliculogenesis in diverse physiological contexts remains fundamental for understanding follicle growth control and reproductive diseases pathogenesis.

The functional architecture of the genome exists in a state of dynamic equilibrium, with alterations in epigenetic landscapes known to contribute to extensive gene regulatory networks in folliculogenesis^14–16^. In terms of epigenetic control, the cooperation between chromatin accessibility and putative regulatory elements, including H3K4me3-decorated promoters and H3K27ac-decorated enhancers, fundamentally changes the chromatin state, thereby determining downstream gene expression patterns and cellular fates^17–19^. As a major genetic process affecting biological behaviors at specific loci, accessible chromatin recruits master transcription factors (TFs) to target closed chromatin and urge these regions to open. Importantly, the advent of transposase-accessible chromatin with sequencing (ATAC-seq) has greatly expanded our knowledge regarding the mechanisms governing epigenetic alteration and the control of gene expression during fundamental biological processes^20,21^. To date, a wealth of outstanding research has highlighted the chromatin remodeling events that have happened from terminally differentiated gametes to the highly totipotent blastomeres during the activation of the embryonic genome across different species^22–24^. In this context, several crucial pluripotency TFs have been uncovered as important, early development and transcriptional regulators in mammalian preimplantation development^25–28^. GC proliferation during follicular maturation is a prerequisite for oocyte maturation and subsequent embryogenesis. However, despite the recognized importance of these TFs, the precise mechanisms by which they interact with regulatory elements to control the transcriptional circuitry are yet to be fully understood. Characterizing chromatin accessibility changes in the control of gene expression in synchronized oocytes and GCs during follicle maturation is crucial for deciphering the mechanisms that govern signal transduction and follicular development, potentially offering significant insights for enhancing fertility.

In this study, we characterized the reorganization of chromatin accessibility that precipitates extensive transcriptomic alterations associated with GCs across different follicular maturation phases in murine and porcine models. A pronounced increase in accessibility sites, designated as GC-activated accessibility regions (GAAs), was identified in ovulatory follicles, which enhanced the expression of neighboring GC-involved developmental genes (GDGs). Meanwhile, the transcription factor Fosl2 was found to be significantly enriched within GAAs, acting as an essential initiator for opening chromatin. The suppression of Fosl2 led to a reduction in GAA activity and consequently perturbed the downstream expression pattern of GDGs. In female mice, specific Fosl2 ablation in GCs caused subfertility related to reproductive aging, attributed to compositional and functional alterations in GC subclusters within ovarian cellularity. Collectively, our findings elucidate the critical role of Fosl2 in orchestrating chromatin accessibility dynamics, thereby advancing our comprehension of the regulatory mechanisms governing GCs during follicular maturation.

## Results

### GCs undergo globally distinct chromatin landscape remodeling

Due to their similar compartmentalization and folliculogenesis patterns to human ovaries, porcine ovaries are frequently used in reproductive medicine^29,30^. We derived porcine cumulus-oocyte complexes (pCOCs) from porcine ovaries and matured them in vitro to generate porcine granulosa cells (pGCs) and oocytes at different phases (Fig. 1a and Supplementary Fig. 1a). Notably, pGCs showed compact clusters around oocytes in the antral follicles; however, these clusters dispersed as the ovulatory phase was reached, whereas oocytes themselves exhibited limited morphological alterations following their transition from the germinal vesicle (GV) stage to the metaphase II (MII) stage (Fig. 1b). Meanwhile, pGC transcriptomic dynamics displayed more pronounced fluctuations when compared to the oocyte (Supplementary Fig. 1b). In pGCs, several biomarkers including *Cyp11a1*, *Star*, *Smad1*, along with genes related to growth and differentiation, were substantially elevated throughout follicular maturation (Fig. 1c and Supplementary Fig. 1c)^31,32^. In contrast, the expression of silent genes upon GC proliferation, including *Nr5a1* and *Cdc20*, was decreased at the ovulatory phase, while oocyte-specific markers, such as *Lhx8*, *Sycp3*, and *Sox30*, were not observed in pGCs spanning follicular maturation phases (Fig. 1c and Supplementary Fig. 1c)^33–37^. We also noticed that MⅡ oocytes devoid of pGCs support displayed extensive transcriptional changes when compared to normal MⅡ oocytes, involving many fundamental genes during oocyte maturation, and emphasizing indispensable GC physical support and a microenvironment for oocyte growth (Fig. 1d)^38–40^. Moreover, the differentially expressed genes (DEGs) of GCs were always enriched in multiple signaling processes, which are required for follicular maturation (Supplementary Fig. 1d, e). In particular, those overexpressed genes at the ovulatory phase were predominantly engaged in folliculogenesis pathways, reinforcing the notion that the rewiring of a developmental gene subset occurred during follicular maturation (Supplementary Fig. 1f, g).

**Fig. 1:**
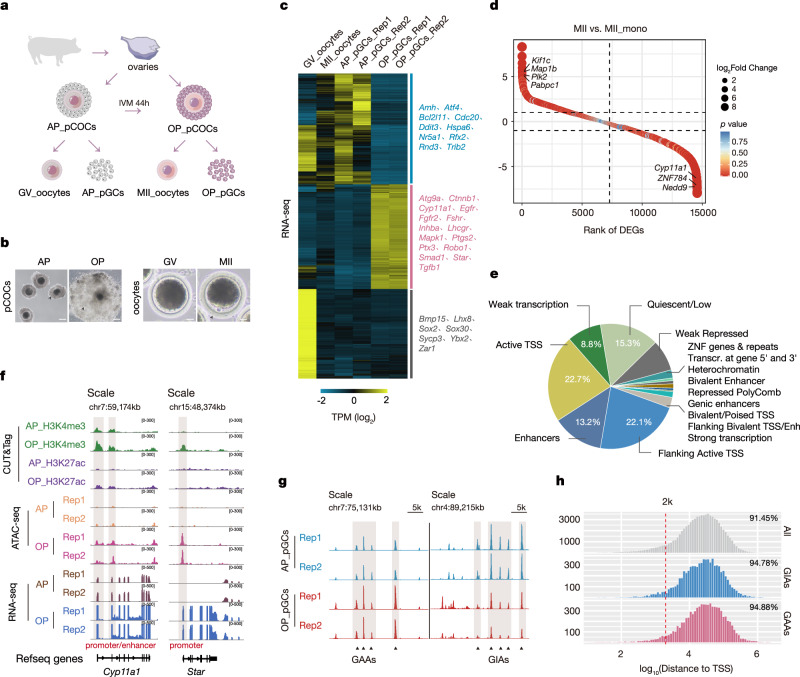
Open chromatin remodeling and transcriptional networks occur during follicular maturation. **a** Schematic showing the acquisition of porcine granulosa cells (pGCs) and oocytes. pCOCs porcine cumulus-oocyte complexes, IVM in vitro maturation, GV germinal vesicle, MII metaphase II, AP antral phase, OP ovulatory phase. **b** Bright field images showing the feature of pGCs and oocytes under different follicular maturation phases. Results are validated through at least three biological replicates. Scale bar, left, 100 μm; right, 20 μm. Results shown are representative of *n* = 3 biologically independent experiments with similar results. **c** Heatmaps showing the expression (TPM) of RNA-seq in pGCs and oocytes across different maturation phases (left), with example genes listed (right). **d** Rank of the differentially expressed genes (DEGs) between the oocytes at the MII stage (MII) and MII oocytes without pGCs support (MII_mono). Representative genes are labeled. The circle size represents the fold change of genes, and the color represents the *p* value. The *p* value was generated from a two-sided Wald test. **e** Annotations of all open chromatin regions presenting the chromatin states trained using public data from the ENCODE project. TSS transcription start site. **f** Integrative Genomics Viewer (IGV) snapshot displaying the CUT&Tag signal of H3K4me3, H3K27ac, and the ATAC-seq and RNA-seq signals in pGCs during follicular maturation at the representative gene *Cyp11a1* and *Star* loci. Vertical gray boxes indicate the potential promoter and enhancer peaks predicted with CUT&Tag. **g** Insertion tracks of GAAs and GIAs at chromosome 7 (left) and chromosome 4 (right) loci. Differentially open regions are labeled with grey boxes. GAAs GC-activated accessibility regions, GIAs GC-inactivated accessibility regions. **h** Distance distribution between ATAC-seq peaks (all peaks, GAAs, and GIAs) and TSSs. Proportions >2k are labeled.

Chromatin accessibility reflects the transcriptome profiles that determine cell fate^41^. Given the unique alterations of developmental pathways and gene changes that have appeared during follicular maturation, we used ATAC-seq to examine accessible chromatin in pGCs and oocytes across different follicular maturation phases. As reported previously, poor ATAC-seq enrichment for oocytes was obtained at neither the GV nor the MⅡ stage, despite several attempts^42^; therefore, we focused our analysis on genome-wide chromatin accessible pGC data both at the antral and ovulatory phases (Supplementary Fig. 2a, b). Unsurprisingly, highly reproducible ATAC-seq data confirmed the typical nucleosome phasing patterns in insert size distributions (Supplementary Fig. 2c, d). The identified chromatin accessibility was predominantly situated in intergenic regions containing abundant *cis*-regulatory elements, with genome annotations also showing that a large fraction of these peaks overlapped with promoter and enhancer signals, consistent with previous findings (Fig. 1e and Supplementary Fig. 2e, f)^37^. Considering that *cis*-regulatory elements in accessible chromatin regions potentially control gene regulatory networks, we examined the promoter and enhancer occupancy across follicular maturation phases using H3K4me3 and H3K27ac-driven CUT&Tag methods. An increased portion of our ATAC-seq peaks overlapped with promoter signals (Supplementary Fig. 2g, h); the expression levels of prominent biomarkers, for instance, *Cyp11a1* and *Star*, were significantly elevated at the ovulatory phase, with strong H3K4me3 signals observed at their promoters, but not at H3K27ac-anchored enhancer regions, suggesting considerable chromatin accessibility promoter occupancy in follicular maturation (Fig. 1f).

### GAAs at promoter regions control neighboring GDG expression

Chromatin accessibility and gene expression at various developmental stages exhibit shared features, yet the differentially accessible regions (DARs) specific to pGCs are particularly essential for folliculogenesis. From analyses, >10,000 DARs were arranged using quantitative peak signals, including 8646 GC-activated accessibility regions (GAAs) and 7954 GC-inactivated accessibility regions (GIAs) during follicular maturation (Fig. 1g and Supplementary Fig. 3a). Consistently, DARs were localized to intergenic regions at approximately 2 kb from transcription start sites (TSSs), echoing promoter occupancy in ATAC-seq peaks (Fig. 1h). Although the majority of these peaks shared common regions with *cis*-regulatory elements, no significant differences in promoter or enhancer signals were observed between antral and ovulatory phases across the genome (Fig. 2a and Supplementary Fig. 3b). However, as both *cis*-regulatory elements signals were examined in dynamic DARs, we noted that genes flanking GAAs showed increased H3K4me3 and H3K27ac signals at the ovulatory phase, whereas genes flanked by GIAs exhibited reduced levels of these histone marks (Fig. 2b and Supplementary Fig. 3c). It seemed that dynamic DARs residing in *cis*-regulatory elements appeared to contribute to specific chromatin opening that facilitated neighboring gene activation. To verify this, we evaluated whether *cis*-elements, particularly those anchored to promoters, could influence adjacent gene expression. Indeed, GAA-neighboring genes were upregulated while those adjacent to GIAs were downregulated, indicating that regulated gene expression was invariably correlated with chromatin accessibility at promoter regions (Fig. 2c).

**Fig. 2:**
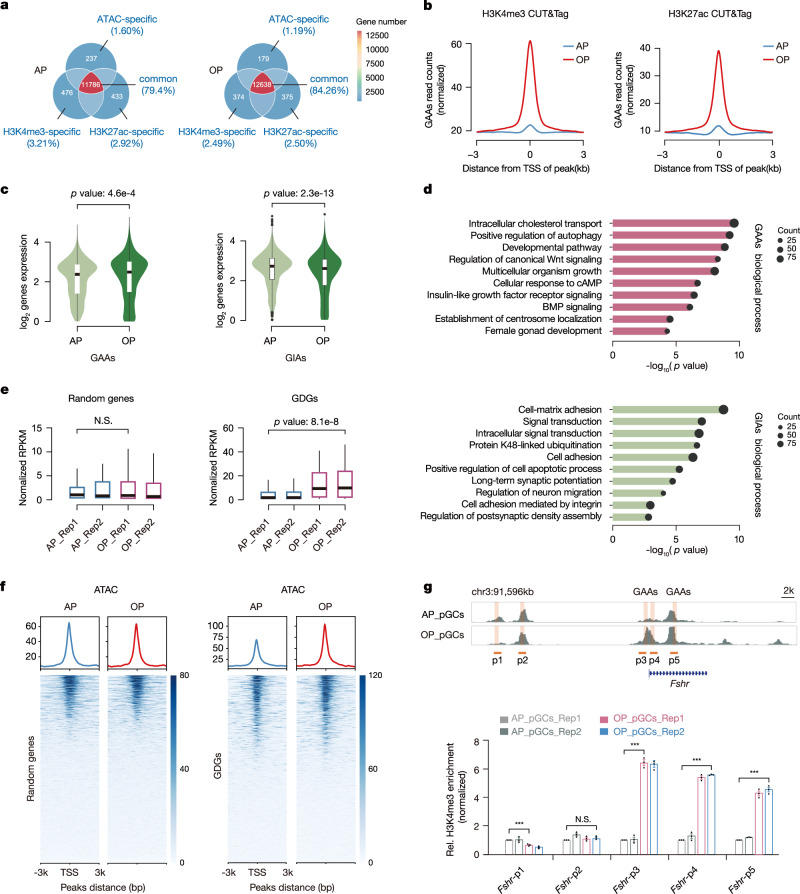
GAAs located in promoter regions modulate adjacent GDG expression. **a** Venn diagram showing ATAC-seq signals overlap with H3K4me3 and H3K27ac CUT&Tag signals at the antral and ovulatory phases. Gene numbers are indicated with colors. **b** Enrichment plots displaying normalized GAA read densities for H3K4me3 and H3K27ac CUT&Tag signals. Tracks are centered at the TSS and extend ±3 kb. **c** Violin plots displaying the distributions of expression changes in GAA- (left, *n* = 2722) and GIA-adjacent (right, *n* = 2717) genes. The *p* value was generated from a two-sided Student’s *t* test. Violin plots display the full distribution: center line: median; upper/lower hinges: 75th and 25th percentiles, upper and lower whiskers represent the data extending from the hinge to at most 1.5 times the interquartile range. **d** Gene Ontology (GO) enrichments of GAAs (upper) and GIAs (lower) using Genomic Regions Enrichment of Annotations Tool (GREAT) analysis. Bar length represents the enriched *p* value for biological processes. The circle size represents the gene counts involved in the indicated pathway. The *p* value was generated from a one-sided Hypergeometric test. **e** Box plots showing the average expression levels (RPKM) of randomly selected genes (left, *n* = 2068) and GDGs (right, *n* = 2068) under different maturation phases. The *p* value was generated from a two-sided Wilcoxon rank-sum test. N.S. not significant. Boxplot summary statistics are: center line: median; upper/lower hinges: 75th and 25th percentiles, upper and lower whiskers represent the data extending from the hinge to at most 1.5 times the interquartile range. **f** Heatmaps and enrichment plots displaying normalized read densities of ATAC-seq signals for randomly selected genes and GDGs under different maturation phases in pGCs. Tracks are centered at the TSS and extend ±3 kb. **g** Location diagram of H3K4me3 ChIP-qPCR primers within the *Fshr* locus (upper). ChIP-qPCR is used to measure the relative H3K4me3 levels for GAAs within the corresponding *Fshr* gene at the antral and ovulatory phases (lower). IgG is used as the negative control. The enrichment is normalized to a 1:10 dilution of the input. Error bars indicate the mean ± S.E.M. (*n* = 3 biological replicates). The *p* value was generated from a two-sided Student’s *t* test. N.S. not significant, ***p < 0.001. Source data are provided as a Source Data file.

Subsequent Gene ontology (GO) enrichment analysis was performed to explore the biological functions of genes adjacent to DARs. Of note, genes neighboring GAAs were always implicated in developmental regulation, including nutrient transport, growth signal secretion, and other developmental pathways required for follicular maturation (Fig. 2d)^43–45^. In agreement with GO enrichment analyses, a subset of GC-involved developmental genes (GDGs), which were significantly upregulated at the ovulatory phase, were found in proximity to GAAs, including the well-recognized GC biomarkers (Supplementary Fig. 3d). We measured the fluctuation of GDG expression using a defined list (*n* = 2068, Methods), and observed that their expression was prominently upregulated, while a randomly selected set of genes displayed unchanged expression (Fig. 2e). Conversely, the pathways enriched in genes adjacent to GIAs, such as signal transduction and regulation of neuron migration, indicated that the pGCs at the ovulatory stage lost growth capacity and connections between themselves, which aligns with previous studies (Fig. 2d)^14,46^. As genes neighboring GAAs were always upregulated, and many were well-known GDGs, we speculated if these GDGs had regulatory roles in chromatin accessibility dynamics. Indeed, peaks at the ovulatory phase led to substantial enrichment of GDGs compared with the signal at the antral phase, whereas randomly selected genes showed no signal changes (Fig. 2f). Key GC proliferation regulators, e.g., *Fshr* and *Atg9a* belonging to GDGs, were flanked by GAAs that exhibited significant elevations in chromatin accessibility as determined by H3K4me3-decorated ChIP-qPCR in pGCs during follicular maturation (Fig. 2g and Supplementary Fig. 3e–g)^47,48^. Correspondingly, the transcriptome expression levels of these two genes both increased across follicular maturation phases, indicating the potential GAA regulatory roles in harboring adjacent GDG expression. Taken together, the results above indicate that GAA-harboring GDGs, accompanied by multiple developmental pathways, are influenced by cellular signaling; moreover, these H3K4me3-decorated GAAs may serve as contributing factors or prerequisites to enhance adjacent GDG expression.

### Fosl2 recruitment to GAAs is required for shaping downstream transcriptome profiles

To determine the potential chromatin remodeling driver that may influence downstream transcriptome profiles, we conducted a regulatory elements motif enrichment within GAAs using the HOMER algorithms. Two of the most highly-ranked motifs shared considerable homology with consensus binding sites for activator protein 1 (AP-1) and zinc finger (ZF) (Fig. 3a). Interestingly, the AP-1 motif was specifically enriched in GAAs, while the ZF motif was enriched both in GAAs and GIAs (Fig. 3b and Supplementary Fig. 4a). To identify TFs that potentially regulating GAAs, we screened for AP-1 TF expression changes in pGCs during follicular maturation, and identified Fosl2, which showed considerable mRNA and protein expression increases from the antral to the ovulatory phase (Supplementary Fig. 4b–d). Accordingly, increased fluorescence intensity of Fosl2 was observed at the ovulatory phase (Fig. 3c and Supplementary Fig. 4e).

**Fig. 3:**
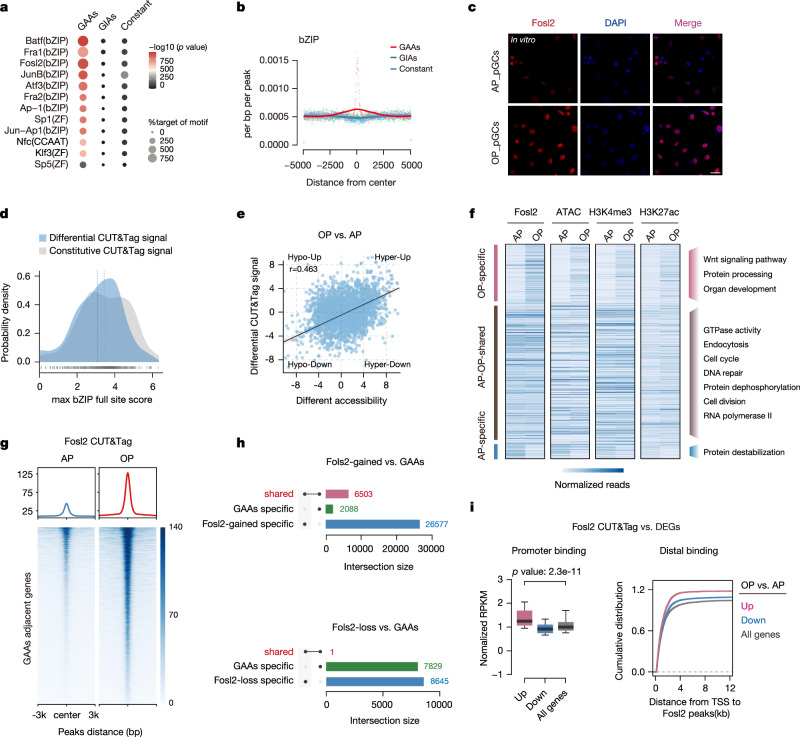
The engagement of Fosl2 with GAAs is essential for the expression of downstream genes. **a** Top-ranked enriched motifs among GAAs and GIAs are listed, as determined using HOMER algorithms. The circle size represents the percentage of motifs in the target regions, and the color represents the *p* value. The *p* value was generated from a one-sided Fisher’s exact test. **b** Position-weight matrices displaying the observed accessibility densities of GAAs, GIAs, and constant regions in bZIP motif family. **c** Immunofluorescence staining of Fosl2 both at the antral and ovulatory phases in pGC. The position of the nucleolus is indicated by DAPI staining. Results shown are representative of *n* = 3 biologically independent experiments with similar results. Scale bar, 20 μm. **d** Distribution of motif scores of sites within bZIP CUT&Tag signals, either those that gave more signal at the ovulatory than antral phase (differential) or those that are not significantly different (constitutive). The maximum scoring bZIP full site within each CUT&Tag peak is used. The constitutive peaks have a higher mean motif score than the differential peaks (*p* = 2.3e−4). The *p* value was generated from a two-sided Wilcoxon rank-sum test. **e** Spearman’s correlation of differential Fosl2 CUT&Tag signals in accessible regions and differential accessibility between different maturation phases (*r* = 0.463, *p* = 6.1e−4). The *p* value was generated from a two-sided test. **f** Heatmaps showing the different clusters of Fosl2 binding signals and their mapping in ATAC-seq, H3K4me3 and H3K27ac CUT&Tag signals (left). The GO enrichment terms are also shown for different clusters (right). **g** Heatmaps and enrichment plots showing normalized GAA read densities of Fosl2 CUT&Tag signals both at the antral and ovulatory phases. Tracks are centered at the peaks and extend ±3 kb. **h** Bar plots displaying the distribution of differential Fosl2 binding signals with GAAs, Intersection numbers are labeled. **i** Box plots showing the average enrichment of Fosl2 binding signals at the promoters (TSS ± 2.5 kb) of upregulated (*n* = 2068), downregulated (*n* = 2549), and all genes (*n* = 15,397) during follicular maturation (left). The cumulative distributions of genes of the above three categories with defined distances (*x*-axis) between their TSS and nearest distal Fosl2 binding peaks are shown (right). The *p* value was generated from a two-sided Wilcoxon rank-sum test. Boxplot summary statistics are: center line: median; upper/lower hinges: 75th and 25th percentiles, upper and lower whiskers represent the data extending from the hinge to at most 1.5 times the interquartile range.

Considering the potential for Fosl2 to engage in long-lasting interactions with DNA prior to follicular maturation, we conducted CUT&Tag analysis in pGCs across different maturation phases to assess genome-wide Fosl2 occupancy and determine its involvement in chromatin remodeling at GAAs. Overall, Fosl2 displayed a significant increase in genome-wide signal (Supplementary Fig. 4f). After quantifying and comparing motif scores, differentially occupied peaks had lower motif scores on average than constitutively occupied peaks, aligning with the notation that increased Fosl2 expression allows binding to lower affinity sites (Fig. 3d). Meanwhile, the differential chromatin accessibility peaks and Fosl2 occupancy peaks were relatively correlated, suggesting that a high fraction of differential accessibility is attributable to differential Fosl2 occupancy (Fig. 3e). To further verify this, we categorized differential Fosl2 occupancy levels into three clusters, and analyzed accessibility characteristics. We discovered that Fosl2-gained peaks (Fig. 3f, ovulatory-specific), rather than shared or loss peaks (Fig. 3f, antral-ovulatory shared and antral-specific), were specifically associated with the newly opened chromatin, as well as the active regulatory regions. Moreover, Fosl2-gained peaks tended to be enriched near genes involved in multiple development-related pathways, in parallel with the observation in GAAs (Fig. 3f). Indeed, Fosl2 enrichment signals on GAAs were elevated, suggesting potential Fosl2 roles in harboring GAA activity in terms of follicular maturation (Fig. 3g). To further verify that GAA dynamics were precise targets for Fosl2 occupancy, we calculated overlaps between differential Fosl2 occupancy peaks and GAAs, and found that approximately 75% of GAAs overlapped with Fosl2-gained peaks, with minimal overlap with Fosl2-loss peaks (Fig. 3h). Meanwhile, Fosl2 binding was selectively enriched at upregulated gene promoter regions, but not downregulated genes. Distal Fosl2 binding peaks were also predominantly associated with upregulated genes, revealing a principal role for Fosl2 as a transcriptional activator modulating GAA remodeling (Fig. 3i). Altogether, the results above suggest that Fosl2 is indispensable for altering the chromatin state transitions during follicular maturation, particularly in facilitating the opening of promoter-anchored GAA regions.

### Fosl2 alters GAA-harboring chromatin accessibility during follicular maturation

To examine if sustained Fosl2 expression was crucial for maintaining open chromatin states at GAAs, we performed a stable knockdown of Fosl2 in pGCs (Supplementary Fig. 5a). ATAC-seq analyses of Fosl2 knockdown samples identified substantially reduced chromatin accessibility (Fig. 4a). Meanwhile, the collapse predominantly occurred at intergenic regions enriched with Fosl2 motif sites (Fig. 4b and Supplementary Fig. 5b). However, in contrast to elevated GAA peaks found in follicular maturation, the Fosl2 knockdown displayed considerably decreased GAA activity, showing Fosl2-driven perturbations in global open chromatin and a particular impact on the signal intensities of GAAs (Fig. 4c). After evaluating correlations between differential chromatin accessibility peaks in different maturation phases and chromatin accessibility in Fosl2 knockdown cells, we found that closed chromatin regions in Fosl2 knockdown cells were inversely correlated with GAA accessibility changes (Supplementary Fig. 5c). These observations indicate that Fosl2 acts as a transcriptional activator in restructuring chromatin accessibility.

**Fig. 4:**
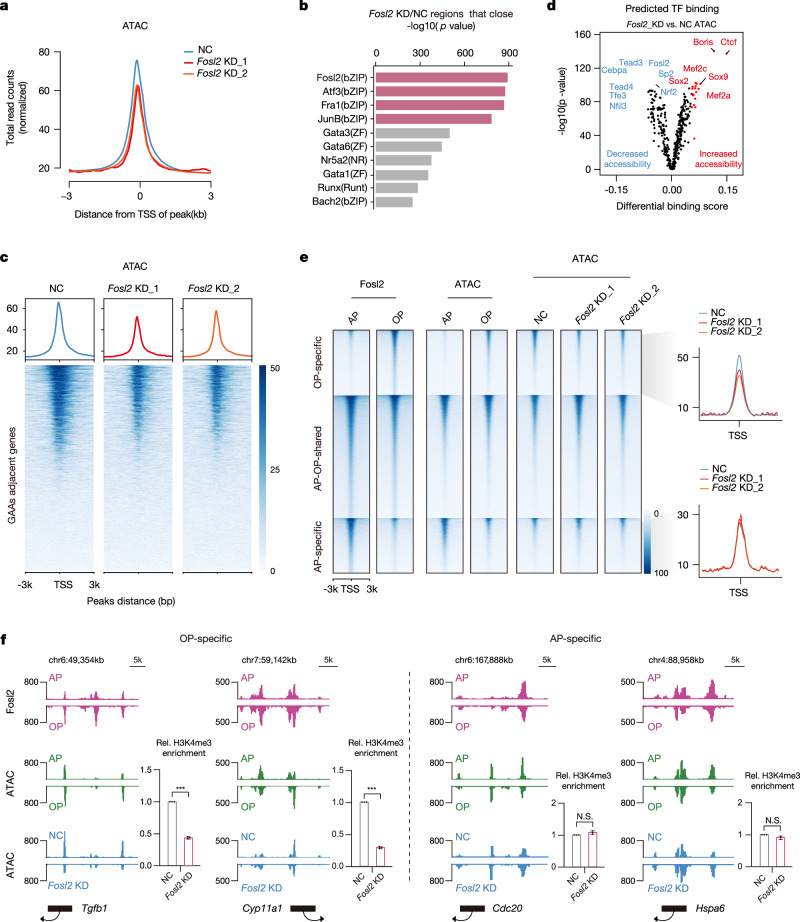
Fosl2 control chromatin accessibility within GAAs during follicular maturation. **a** Enrichment of ATAC-seq peaks of the total normalized read densities in normal control (NC) and Fosl2 knockdown (Fosl2 KD) in pGCs. Tracks are centered at the TSS and extend ±3 kb. **b** Motif enrichment of the regions that close after Fosl2 knockdown using GREAT analysis. The highly ranked motifs for bZIP factors are highlighted in red. Bar length represents the enriched *p* value for biological processes. The *p* value was generated from a one-sided Fisher’s exact test. **c** Heatmaps and enrichment plots showing normalized GAA read densities of ATAC-seq signals after Fosl2 silencing. Tracks are centered at the peaks and extend ±3 kb. **d** Volcano plot showing the TF footprints in differentially accessible regions in ATAC-seq upon Fosl2 suppression. Example footprints in regions with increasing and decreasing accessibilities are colored in red and blue, respectively. *p* values for their enrichment are also shown on the *y*-axis. The *p* value was generated from a one-sided Fisher’s exact test. **e** Heatmaps showing the different clusters of Fosl2 binding signals with CUT&Tag and their mapping in ATAC-seq peaks at the different maturation phases and peaks following Fosl2 suppression (left). The enrichment of normalized ATAC-seq peaks after Fosl2 knockdown is also shown both in antral- and ovulatory-specific clusters (right). **f** IGV views displaying the Fosl2 CUT&Tag, ATAC-seq signals under different maturation phases and signals in Fosl2-silenced cells in representative *Tgfb1*, *Cyp11a1*, *Cdc20* and *Hspa6* from ovulatory-specific (left) and antral-specific (right) clusters. ChIP-qPCR is also used to measure the relative H3K4me3 levels after Fosl2 knockdown within these genes. IgG is used as the negative control. The enrichment is normalized to a 1:10 dilution of the input. Error bars indicate the mean ± S.E.M. (*n* = 3 biological replicates). The *p* value was generated from a two-sided Student’s *t* test. N.S. not significant, ***p < 0.001. Source data are provided as a Source Data file.

Attenuation of GAA intensity had a substantial impact on downstream TFs binding following Fosl2 perturbation. For example, using TOBIAS, we examined TF footprints in differentially accessible sites and unidentified pluripotency TF motifs, including Tead4 and Nrf2, showed decreased ATAC-seq signals upon Fosl2 knockdown, while the Fosl2 motif displayed significantly decreased densities as a validation following Fosl2 silencing (Fig. 4d)^49–51^. To further investigate whether Fosl2 participated in regulating chromatin accessibility at putative promoter-anchored GAA regions, the aforementioned differential Fosl2 occupancy peaks identified with Fosl2 CUT&Tag were assigned to accessibility profiles during follicular maturation and following Fosl2 knockdown. Of note, the strength of ovulatory- and antral-specific peaks in Fosl2 occupancy consistently agreed with chromatin accessibility dynamics in the process of follicular maturation; yet, only the ovulatory-specific peaks exhibited extensive decreases in accessibility upon Fosl2 silencing, contrasting with the stable accessibility of antral-specific peaks (Fig. 4e). For instance, the well-characterized GDGs, *Tgfb1* and *Cyp11a1*, which belonged to the ovulatory-specific cluster, showed robust Fosl2 occupancy and subsequent GAA activity collapse upon Fosl2 suppression (Fig. 4f, left)^52^. In contrast, genes at antral-specific regions, such as *Cdc20* and *Hspa6*, demonstrated significant Fosl2 occupancy but unchanged accessibility density in cells after Fosl2 knockdown (Fig. 4f, right). These findings suggest that genes targeted by Fosl2 are preferentially downregulated in its absence, revealing the critical role of Fosl2 in sustaining GAA chromatin states.

### Disrupted chromatin accessibility following Fosl2 deficiency leads to impaired GDG expression

Chromatin accessibility influences transcription by modulating physical TF access to DNA. Building on the putative roles of Fosl2 in GAA remodeling, we explored if Fosl2 directly governed the transcriptional landscape in the process of follicular maturation. In Fosl2 knockdown cells, Fosl2 binding was selectively enriched at the promoters of downregulated genes, but not upregulated ones. In parallel, distal Fosl2 binding peaks preferentially occurred near downregulated genes, indicating its role as a transcriptional activator for downstream genes (Fig. 5a). Similarly, genes with Fosl2 binding sites and a higher number of Fosl2 motifs at their promoters were significantly downregulated following Fosl2 silencing (Fig. 5b).

**Fig. 5:**
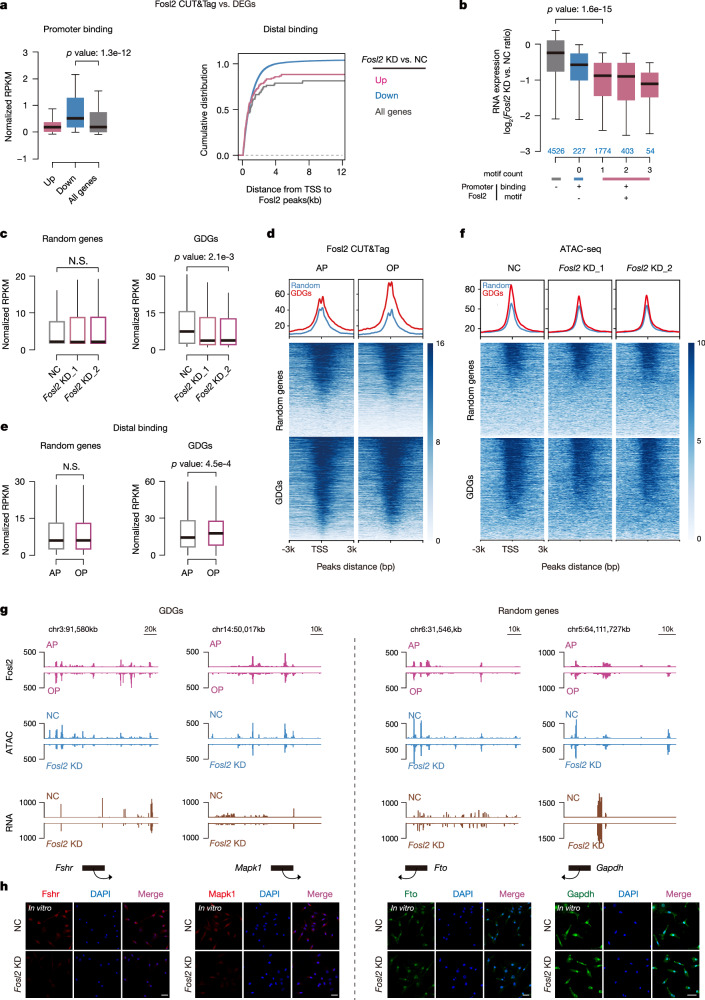
Fosl2 deficiency disrupts chromatin accessibility and leads to the GDG expression suppression. **a** Box plots showing the average enrichment of Fosl2 binding signals at the promoters (TSS ±2.5 kb) of upregulated (*n* = 178), downregulated (*n* = 231), and all genes (*n* = 14,491) following Fosl2 suppression (left). The cumulative distributions of genes of the above three categories with defined distances (*x*-axis) between their TSS and nearest distal Fosl2 binding peaks are shown (right). **b** Box plots displaying the fold changes of gene expression after Fosl2 knockdown for all expressed genes based on the Fosl2 binding states and the numbers of motifs at promoters, with *p* values indicated (motif count: all: *n* = 4526; 0: *n* = 227; 1: *n* = 1774; 2: *n* = 403; 3: *n* = 54). **c** Box plots showing the average expression levels (RPKM) of randomly selected genes (left, *n* = 2068) and GDGs (right, *n* = 2068) following Fosl2 suppression. **d** Heatmaps and enrichment plots showing normalized read densities of Fosl2 CUT&Tag signals for randomly selected genes and GDGs at the different maturation phases. Tracks are centered at the TSS and extend ±3 kb. **e** Box plots displaying the average expression levels (RPKM) of randomly selected genes (left, *n* = 2068) and GDGs (right, *n* = 2068) in distal genomic regions under different maturation phases. In **a**–**c** and **e**, the *p* value was generated from a two-sided Wilcoxon rank-sum test. Boxplot summary statistics are: center line: median; upper/lower hinges: 75th and 25th percentiles, upper and lower whiskers represent the data extending from the hinge to at most 1.5 times the interquartile range. **f** Heatmaps and enrichment plots showing normalized read densities of ATAC-seq signals for randomly selected genes and GDGs after Fosl2 knockdown. Tracks are centered at the TSS and extend ±3 kb. **g** IGV views displaying the Fosl2 CUT&Tag under different maturation phases, ATAC-seq and RNA-seq signals following Fosl2 suppression in representative *Fshr*, *Mapk1*, *Fto* and *Gapdh* from GDGs (left) and randomly selected genes (right) subsets. **h** Immunofluorescence staining of the aforementioned genes after Fosl2 knockdown in pGC. The position of the nucleolus is indicated by DAPI staining. Results shown are representative of *n* = 3 biologically independent experiments with similar results. Scale bar, 40 μm.

Given that GAAs are responsible for strong downstream GDGs, we comprehensively analyzed GDG dynamics in response to Fosl2 disruption. At global levels, numerous developmental signaling pathways, including the G2M checkpoint pathway, were significantly disrupted upon Fosl2 suppression (Supplementary Fig. 5d). A plethora of GDGs were significantly downregulated after Fosl2 knockdown, including *Cyp11a1*, *Star*, *Fshr* and other well-recognized growth and differentiation-associated GC genes that are proximal to GAAs (Supplementary Fig. 5e); however, this downregulation was in stark contrast to the stable expression of a randomly selected control gene set (Fig. 5c). Moreover, after examining Fosl2 enrichment in both gene sets, we found GDGs displayed pronounced Fosl2 enrichments at their TSSs (Fig. 5d). Consistent with this observation, in distal genomic regions, we demonstrated substantially stronger binding signals in proximity to GDGs when compared to the random gene set, highlighting its essential role on harboring the wave of GDGs both at their promoters and within distal regions (Fig. 5e). To further elucidate Fosl2-driven GAA functions in shaping GDG transcriptomic repertoires, we examined accessibility densities in these gene sets in Fosl2 knockdown cells. We found that GDGs exhibited a substantial reduction in accessibility densities compared with randomly selected genes, aligning with the observed downregulation of GDG expression following Fosl2 suppression (Fig. 5f). Two representative GDGs, *Fshr* and *Mapk1*, which were proximal to GAAs, displaying elevated gene expression and augmented Fosl2 binding at the ovulatory phase^47,53^. Nevertheless, the transcription program and accessibility density of these two GDGs were robustly decreased after Fosl2 knockdown. Consistently, fluorescence intensities of these two GDGs were also correspondingly attenuated after Fosl2 knockdown (Fig. 5g, left). In comparison, the selected *Fto* and *Gapdh*, which belong to a random gene set displayed unchanged expression both during follicular maturation and Fosl2 silencing scenarios (Fig. 5g, right). Collectively, our data substantiate a model wherein Fosl2 binding to GAAs consolidates an open chromatin conformation, thereby orchestrating a broad transcriptional program of GDGs, which is fundamental to multiple developmental processes.

### Chromatin accessibility governed by Fosl2 is maintained across mammalian species

To further highlight the regulatory Fosl2 axis in vivo, we examined Fosl2-harboring GAA patterns in murine GCs (mGCs). Despite culture variations, mGCs exhibited >10,000 DARs from quantitative peak signals, and 14072 GAAs in mGCs were identified (Fig. 6a and Supplementary Fig. 6a). Similarly, when assessing the impact chromatin accessibility peaks on GDG regulation, we found that peaks at the ovulatory phase displayed a robust signal for GDGs compared to those at the antral phase, whereas a control set of randomly selected genes showed unchanged signals (Fig. 6b). For instance, a representative folliculogenesis biomarker, *Mapk1*, which formed part of the GDGs set in pGCs, displayed a prominent GAA feature in accessibility density features and increased transcriptional activity signals in mGCs, distinct from the adjacent *Ppm1f* gene pattern (Supplementary Fig. 6b)^53^. Following the examination of enriched regulatory element motifs, AP-1 TFs, including Fosl2, were significantly enriched at GAAs defined in mGCs when compared to the nonspecific binding of NR and Runt families (Fig. 6c and Supplementary Fig. 6c). In mGCs, Fosl2 exhibited intense fluorescence at the ovulatory phase, consistent with findings in pGCs (Fig. 6d).

**Fig. 6:**
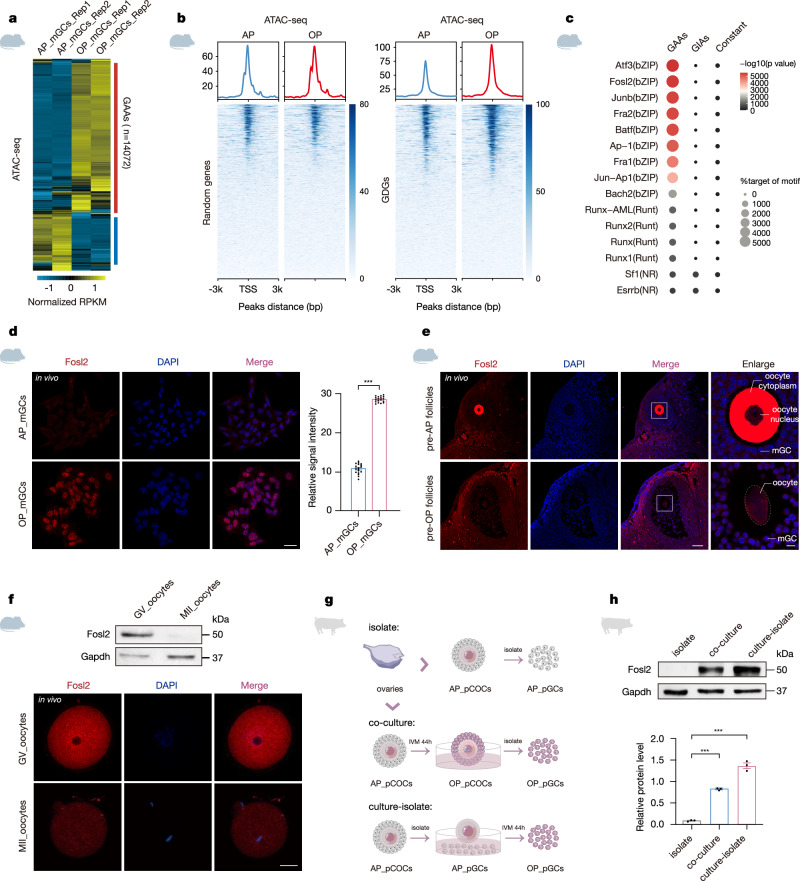
Fosl2-driven chromatin accessibility is conserved in mammals. **a** Heatmap of ATAC-seq signals in murine GCs (mGCs) showing the accessibility remodeling of GAAs and GIAs. Numbers of differential accessibility regions are labeled. **b** Heatmaps and enrichment plots showing normalized read densities of ATAC-seq signals for randomly selected genes and GDGs under different maturation phases in mGCs. Tracks are centered at the TSS and extend ±3 kb. **c** Top-ranked enriched motifs among GAAs and GIAs defined in mGCs are listed, as determined using HOMER algorithms. The circle size represents the percentage of motifs in the target regions, and the color represents the *p* value. The *p* value was generated from a one-sided Fisher’s exact test. **d** Immunofluorescence staining and quantification of Fosl2 in mGCs both at the antral and ovulatory phases. The position of the nucleolus is indicated by DAPI staining. Scale bar, 25 μm. Error bars indicate the mean ± S.E.M. (*n* = 3 biological replicates). The *p* value was generated from a two-sided Student’s *t* test. ***p < 0.001. Source data are provided as a Source Data file. **e** Immunofluorescence staining of Fosl2 during murine pre-antral and pre-ovulatory phases of follicles. The enlarged views showing the staining oocytes and mGCs. The position of the nucleolus is indicated by DAPI staining. Results shown are representative of *n* = 3 biologically independent experiments with similar results. Scale bar, 60 μm and 10 μm, respectively. **f** Immunoblotting analysis (upper) and immunofluorescence staining (lower) of Fosl2 expression in murine oocytes under different maturation phases. Gapdh served as the loading control. The position of the nucleolus is indicated by DAPI staining. Results shown are representative of *n* = 3 biologically independent experiments with similar results. Scale bar, 20 μm. **g** Schematic diagram showing the three culture strategies of pGCs. IVM in vitro maturation. **h** Immunoblotting analysis and quantification of pGCs under different culture strategies. Gapdh served as the loading control. Error bars indicate the mean ± S.E.M. (*n* = 3 biological replicates). The *p* value was generated from a two-sided Student’s *t* test. ***p < 0.001.

Throughout most of the course of folliculogenesis, oocyte-GC physical interactions such as gap junctions and microvilli facilitate transfer of molecules between the oocyte and GCs for signaling communication^54,55^. Our studies revealed significant Fosl2 fluorescence in oocytes of pre-antral phase follicles, but this fluorescence diminished in later follicular phases, contrasting with GC observations (Fig. 6e). Moreover, Fosl2 expression in oocytes was strong at the GV stage both in vivo and in vitro, in stark contrast to the muted expression at the MII stage (Fig. 6f and Supplementary Fig. 6d, e). It seemed that Fosl2-driven accessibility remodeling patterns depend on the transmission of Fosl2 shuttles from oocytes to GCs. To verify this, we performed different co-culture strategies to examine Fosl2 expression in pGCs (Fig. 6g). Of note, pGCs co-cultured with oocytes exhibited elevated Fosl2 expression compared to levels in the antral phase, and intriguingly, pGCs cultured apart from oocytes also showed robust Fosl2 expression at the ovulatory phase (Fig. 6h). Altogether, these findings indicate the mechanisms of Fosl2 in orchestrating follicular maturation are conserved across mammalian species and operate independently of direct intercellular connections with oocytes.

### GC-specific Fosl2 deletion causes reproductive impairment in female mice

Fosl2-mediated redistribution of the transcriptome profiling provides an important context for understanding folliculogenesis. To further analyze Fosl2 effects on reproductive capacity, we conditionally depleted Fosl2 in mGCs using *Fosl2*^*Flox/Flox*^ (*Fosl2*^*F*/*F*^) mice, where LoxP sequences flanked Fosl2 coding sequences. *Cyp19a1-Cre*; *Fosl2*^*Flox/Flox*^ (*Fosl2*^*cKO*^) mice were then generated by crossing to GC-specific *Cyp19a1-Cre* mice (Fig. 7a). Upon attaining sexual maturity, *Fosl2*^*cKO*^ mice and their littermate controls were mated to age-matched males to evaluate reproductive capacity. Intriguingly, although Fosl2 deficiency did not induce infertility, pups from *Fosl2*^*cKO*^ females were gradually reduced with time (Fig. 7b and Supplementary Fig. 7a). Meanwhile, after examining the reproduction cycles, the average duration of the reproductive cycle was largely extended in Fosl2-deleted mice when compared to controls (Fig. 7c). It seemed that the absence of Fosl2 had a profound effect on the reproductive capabilities. Indeed, mice deficient in Fosl2 demonstrated a substantial reduction in their sensitivity to gonadotropins, which are hormones crucial for the regulation of follicular maturation, and this decreased responsiveness significantly impacted the efficiency of superovulation treatments (Supplementary Fig. 7b). During the superovulation process, Fosl2-deficient mice not only had reduced ovulation rates but also experienced a pronounced decline in the quality of ovulation, leading to a substantial decrease in oocyte retrieval (Fig. 7d). The count of post-superovulation corpora lutea (CL), which are essential structures in the ovaries that form after ovulation and are indicative of a successful ovulatory cycle, was markedly lower in Fosl2-deficient mice as compared to the control group (Fig. 7e). These results indicate that the absence of Fosl2 can lead to a significant impairment in the reproductive potential of female mice.

**Fig. 7:**
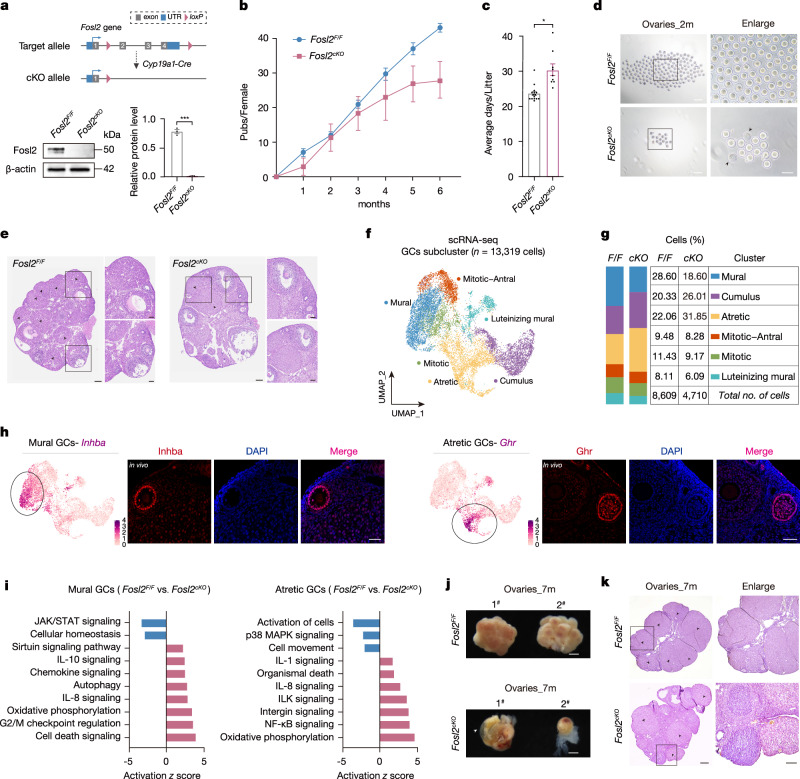
Altered ovarian cellularity in *Fosl2*^*cko*^ GCs results in reproductive dysfunction. **a** Schematic diagram showing the construction of *Fosl2*^*flox/flox*^ (*Fosl2*^*F/F*^) and generation of *Cyp19a1-Cre*; *Fosl2*^*flox/flox*^ (*Fosl2*^*cKO*^) mice (upper). LoxP sites (pink triangles) flank exons 2 and 4. Immunoblotting analysis and quantification showing Fosl2 protein depletion in mGCs of *Fosl2*^*cKO*^ mice (lower). β-actin served as the loading control. Error bars indicate the mean ± S.E.M. (*n* = 3 biological replicates). The *p* value was generated from a two-sided Student’s *t* test. ***p < 0.001. Source data are provided as a Source Data file. **b** Line plots showing the cumulative number of pups per female for 6 consecutive cohabitation months in breeding assays. Error bars indicate the mean ± S.E.M. (*n* = 3 biological replicates). **c** Box plots showing the average days per litter. Error bars indicate the mean ± S.E.M. (*Fosl2*^*F/F*^, *n* = 15 biological replicates, *Fosl2*^*cKO*^, *n* = 9 biological replicates). The *p* value was generated from a two-sided Student’s *t* test. *p < 0.05. **d** Bright field images showing the number of oocytes after superovulation in 2-month-old *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ female mice. Arrowheads in enlarged views indicate the dead oocytes. Scale bar, left, 200 μm; right, 100 μm. **e** Histological images of ovaries of 2-month-old *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ female mice after superovulation. The enlarged views show higher magnification of follicles. Arrowheads indicate existing corpora lutea (CL) after ovulation. Results shown are representative of *n* = 3 biologically independent experiments with similar results. Scale bar, left, 100 μm; right, 40 μm. **f** Uniform manifold approximation and projection (UMAP) plot featuring different cell subclusters belonging to the GC clusters (specific subcluster circled in each UMAP) in 2-month-old female mice. Clustering analysis revealing 6 distinct GC populations. **g** Numbers and percentages of GC subclusters in *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ mice. **h** Validation of the identity of GC subclusters, mural GCs and atretic GCs, by UMAP plots and corresponding immunofluorescence staining in *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ mice. Results shown are representative of *n* = 3 biologically independent experiments with similar results. Scale bar, 50 μm. **i** IPA canonical pathways indicating activation or inhibition of specific pathways in mural GCs (left) and atretic GCs (right). **j** Representative images of the ovaries from 7-month-old *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ female mice, Scale bar, 500 μm. Arrowheads indicate ovarian vacuolation. **k** Histological images of ovaries of 7-month-old *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ female mice. The enlarged views showing higher magnification of CL. Arrowheads indicate existing CL. Results shown are representative of *n* = 3 biologically independent experiments with similar results. Scale bar, left, 250 μm; right, 100 μm.

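The single-cell data come from ovaries of 8-week-old female mice, dissociated and sequenced on the 10x Genomics platform. There are 2 libraries from Fosl2F/F mice and 2 from Fosl2cKO mice, in which Cre recombinase under the Cyp19a1 promoter acts in GCs on a Fosl2 gene with LoxP sites around exons 2 to 4 (Fig. 7a). Each library was taken as 1 replicate, since the cells of a library are not independent. The authors aligned the reads to GRCm38 with CellRanger, kept uniquely mapped reads and describe a removal of background RNA with CellBender. The deposited matrices hold whole-number counts of unique molecular identifiers (UMIs, each marking 1 captured RNA molecule) for 32285 genes, without normalization, and the paper's text does not say whether the background had been removed from them. The Fosl2F/F libraries hold 11045 and 28155 barcodes with 123493207 and 148836173 UMIs. The libraries labelled Fosl2cKO hold 8654 and 9255 barcodes with 124979060 and 120327227 UMIs. The filters stated in the methods (at least 500 genes, over 1000 UMIs, under 10% mitochondrial and under 0.1% hemoglobin UMIs) left 8764 and 24298 Fosl2F/F cells and 7172 and 7503 Fosl2cKO cells. The authors removed doublets with DoubletFinder and state no rate for it. Doublets were removed here by Scrublet score, with the highest 0.8% of a library's cells taken out per 1000 cells it held. This removed 7.01% and 19.4% of the Fosl2F/F cells and 5.74% and 6.00% of the Fosl2cKO cells. The cells kept numbered 8150 and 19575 in the Fosl2F/F libraries and 6760 and 7053 in the libraries labelled Fosl2cKO. Their median depth was 11177 and 3655 UMIs in the Fosl2F/F libraries against 12297 and 12465 UMIs in the libraries labelled Fosl2cKO, so that the 2nd Fosl2F/F library held more and shallower cells than the other 3. Cells were normalized per library with SCTransform, integrated with Seurat anchors and clustered, and the clusters were named from marker genes, with the suffix "-like" because the names were rebuilt and are not the authors'. UMIs of a class were then summed in each library and compared with edgeR's quasi-likelihood test, 2 libraries against 2. Cell numbers per class were compared with the same test and with an exact permutation test, whose 6 splits of the libraries allow no two-sided p under 0.333. Choices that could change the numbers include the depth filter, the doublet rule, the integration, the number of clusters, the filter on genes and the test.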

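The targeted gene was counted first in every library, as a check of the labels. Fosl2 (ENSMUSG00000029135) lies on chromosome 5 of GRCm38 from 32135801 to 32157842, on the plus strand, with 4 exons in its coding transcript. Exon 1 ends at 32136805, exon 2 starts at 32146825 and exon 4, which holds the 3′ UTR, spans 32152671 to 32157842. In GC-like cells, Fosl2 had 170 and 161 CPM (UMIs relative to all UMIs of the class, with values per library scaled by TMM) in the Fosl2F/F libraries and 163 and 116 CPM in the libraries labelled Fosl2cKO, from 5574 to 11501 UMIs per library. The means were 165 ± 6.81 CPM and 139 ± 32.9 CPM (SD, n = 2 libraries each), a log2 fold change of -0.25 (standard error 0.20, adjusted p = 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the 2nd library labelled Fosl2cKO the log2 fold change was -0.02, and without the 1st it was -0.51. Over the pre-set alternatives of processing it stayed between -0.27 and -0.19. The matrices give 1 count per gene and do not separate exons, so UMIs from any part of Fosl2 that recombination leaves count as Fosl2. The libraries were made with a 3′ kit, so UMIs should come mostly from exon 4, which holds the 3′ UTR. If all of exon 4 were lost, exon 1 and introns alone would hardly give a level within the Fosl2F/F range. The paper's text does not say how much of exon 4 lies between the LoxP sites. Since the 1st of these libraries lies within the range of the Fosl2F/F libraries in GC-like cells, both are called libraries labelled Fosl2cKO wherever a direction is drawn from them.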

In order to further investigate the mechanism of Fosl2 on fostering follicular maturation, we isolated ovaries from sexually mature *Fosl2*^*cKO*^ and their corresponding female controls (*n* = 2/group), and performed single-cell RNA sequencing (scRNA-seq) to examine the transcriptional landscape after Fosl2 loss (Supplementary Fig. 7c). Following dimensionality reduction and clustering using the Seurat algorithm, we identified multiple clusters from previous ovary studies, which were combined to represent major cell categories in ovaries (Supplementary Fig. 7d, e)^56–59^. 

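The 41538 cells kept formed 26 clusters. Of these, 23 were named for 13 classes, which were granulosa-like (GC-like), stromal-like, theca-like, luteal-like, macrophage-like, endothelial-like, pericyte or smooth muscle-like, NK or T-like, epithelial-like, dendritic-like, lymphatic endothelial-like, B lymphocyte-like and oocyte-like cells. A cluster took a name when at least 3 of the class's marker genes were above 0.25 of their highest level over the clusters, the class led the next one, and leading genes and depth did not go against it. The marker lists were fixed beforehand, but the limits of this rule were set after the clusters had been seen. The other 3 clusters stayed unnamed. Cluster 1, with Asb4 and Enpep among its leading genes, scored highest for stromal cells but had more theca markers among its leading genes, and held 6.64% and 10.9% of the Fosl2F/F cells and 7.97% and 9.61% of the Fosl2cKO cells. Cluster 2, led by Abcb1b and Hao2, scored alike for theca and luteal cells and held 4.13% and 10.4% against 11.3% and 7.23%. Cluster 16, with Hmmr among its leading genes, scored highest for theca cells without enough lead over stromal cells and held 1.399% and 2.28% against 1.04% and 3.25%. None of these shares differed between the conditions by more than the spread between libraries. No eosinophil-like cluster was found.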

Focusing on the specific deletion of Fosl2 in GCs, we explored the cellular heterogeneity within Fosl2 impact. GCs were categorized into six subclusters, including the main GC subclusters, mural and cumulus GCs (Fig. 7f)^60^. 

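The GC-like cells (11200 in the Fosl2F/F libraries and 4600 in the libraries labelled Fosl2cKO), clustered again by themselves, formed 10 clusters, 7 of which carried the names of 5 subclasses. These were cumulus-like cells (3378 cells), mural-like cells (3025), atretic-like cells (2110), mitotic-like cells in 3 clusters (1915, 1009 and 131 cells) and mitotic-antral-like cells (1874). The other 3 clusters stayed unnamed. Cluster 5 (1551 cells), led by Amh and Cited1, had no subclass marker among its 10 leading genes, and neither had cluster 8 (192 cells), led by Rrad and Dgkb. Cluster 7 (615 cells) had a median of only 2150 UMIs. Cluster 5 took 8.17% and 10.3% of the GC-like cells in the Fosl2F/F libraries and 8.95% and 12.5% in the libraries labelled Fosl2cKO, and cluster 7 took 5.88% and 2.10% against 5.27% and 3.79%. Cluster 8 took 0.372% and 1.12% against 2.41% and 2.00%, a log2 ratio of 1.54 that did not pass the threshold (adjusted p = 0.379, edgeR). No cluster was named for luteinizing mural GCs, the subclass for which Supplementary Fig. 8a labels Sparc, Cped1 and Sparcl1. With doublets kept, a cluster of 1568 cells led by Col1a2, Lama2 and Dcn formed among the GC-like cells, and 84.4% of it consisted of cells marked as doublets, against 2.89% to 22.0% in the other clusters. Sparc (561 CPM), Cped1 (576 CPM) and Sparcl1 (127 CPM) were highest in that cluster.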

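The genes below led each GC subclass by fold change over the other GC-like cells. Since the subclasses were named in part from such genes, the lists describe the clusters and are no independent evidence for the names. Mural-like cells were led by Lhcgr, Rhox8, Prlr and Nckap5, with Cyp19a1, Gabrb2, Pappa and Inhba also among the first 10 genes. In cumulus-like cells the leading genes included Col18a1, Gatm, Cdh12, Itga6 and Pcsk6. Atretic-like cells had Ghr, Itih5, Pid1, Gpc6 and Col11a1, and mitotic-like cells had Ube2c, Top2a and Aurkb. Cox4i2, Ndufa4l2, Slc16a3 and Ldha led mitotic-antral-like cells. With finer clustering, 1 of 3 mural-like clusters (996 cells) was led by the immune genes Cxcl2 and Cxcl1, with Icam1 among its first 10.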

Distinct gene expression programs were identified in the GCs subclusters, as visualized in the heatmap (Supplementary Fig. 8a, b). 

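After filtering, the Fosl2F/F libraries held 27725 cells together and the libraries labelled Fosl2cKO 13813, and most of the difference lay in the 2nd Fosl2F/F library. GC-like cells made up 56.1% and 33.8% of the cells in the Fosl2F/F libraries (4575 and 6625 cells) and 32.5% and 34.03% in the libraries labelled Fosl2cKO (2200 and 2400 cells). The means were 45.0% ± 15.8 and 33.3% ± 1.05 (SD, n = 2 libraries each), a log2 ratio of -0.43 that did not exceed the spread between libraries (adjusted p = 0.950 in edgeR's quasi-likelihood test on cell numbers; p = 0.667 in the exact two-sided permutation test). The ratio rests on the 1st Fosl2F/F library, without which it was -0.02. Of the pre-set alternatives that keep all 4 libraries, a TMM scaling over the classes moved it most, to -0.79, and the adjusted p over all of these ran from 0.799 to 0.983. In edgeR, 0 of the 16 classes and unnamed clusters differed between the conditions at an adjusted p under 0.05, 0 did so at an unadjusted p under 0.05, and the permutation test cannot reach that level in this design.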

Although the total captured cell numbers were consistent at the beginning, the number of GC subclusters significantly decreased after Fosl2 loss (Supplementary Fig. 8c). In particular, the mural GC subpopulation, dedicated to endocrine function, showed a notable decrease in proportion after Fosl2 deletion, whereas the count of atretic GCs rose significantly; concurrently, the proportion of cumulus GCs, responsible for providing nutritional support to the follicles, also slightly increased, confirming the subcluster dynamics of GCs were disrupted following the deletion of Fosl2 (Fig. 7g)^61^. This disordered GC diversity directly resulted in a sharp decrease in oocyte number during superovulation, consistent with the ovulatory anomalies in oocytes observed in the scRNA-seq (Supplementary Fig. 8d). 

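Mural-like cells made up 29.9% and 15.1% of the GC-like cells in the Fosl2F/F libraries (1370 and 1001 cells) and 16.4% and 12.2% in the libraries labelled Fosl2cKO (361 and 293 cells). The means were 22.5% ± 10.5 and 14.3% ± 2.97 (SD, n = 2 libraries each), a log2 ratio of -0.65. Their difference was within the spread between libraries (adjusted p = 0.778, edgeR; exact permutation p = 0.667), and without the 1st Fosl2F/F library the log2 ratio was -0.08. Atretic-like cells numbered 782 and 550 in the Fosl2F/F libraries and 282 and 496 in the libraries labelled Fosl2cKO. As a share of GC-like cells this was 17.1% and 8.302% against 12.8% and 20.7%, with means of 12.7% ± 6.22 and 16.7% ± 5.55 (SD, n = 2 libraries each). The log2 ratio of 0.40 did not pass the threshold in edgeR (adjusted p = 0.778) or in the exact permutation test (p = 0.667), and without the 2nd Fosl2F/F library it was -0.03. Cumulus-like cells took 9.38% and 32.5% of the GC-like cells in the Fosl2F/F libraries and 19.9% and 14.9% in the libraries labelled Fosl2cKO. Both of the latter lie between the Fosl2F/F values, and the log2 ratio of -0.27 (exact permutation p = 1) turned to 0.89 when the 2nd Fosl2F/F library was left out. Mitotic-like cells were the only named subclass whose shares did not overlap between the conditions, at 16.5% and 18.8% against 24.2% and 21.6% (log2 ratio 0.37, adjusted p = 0.778, edgeR; exact permutation p = 0.333). At an adjusted p under 0.05, edgeR called 0 of the 8 subclasses and unnamed clusters, and at an unadjusted p under 0.05 it called 1, the unnamed cluster led by Rrad. From a smaller proportion of mural GCs, a larger number of atretic GCs and a slightly larger proportion of cumulus GCs (Fig. 7g), the paper concludes that loss of Fosl2 disturbed the dynamics of the GC subclusters.

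**Figure D1:**
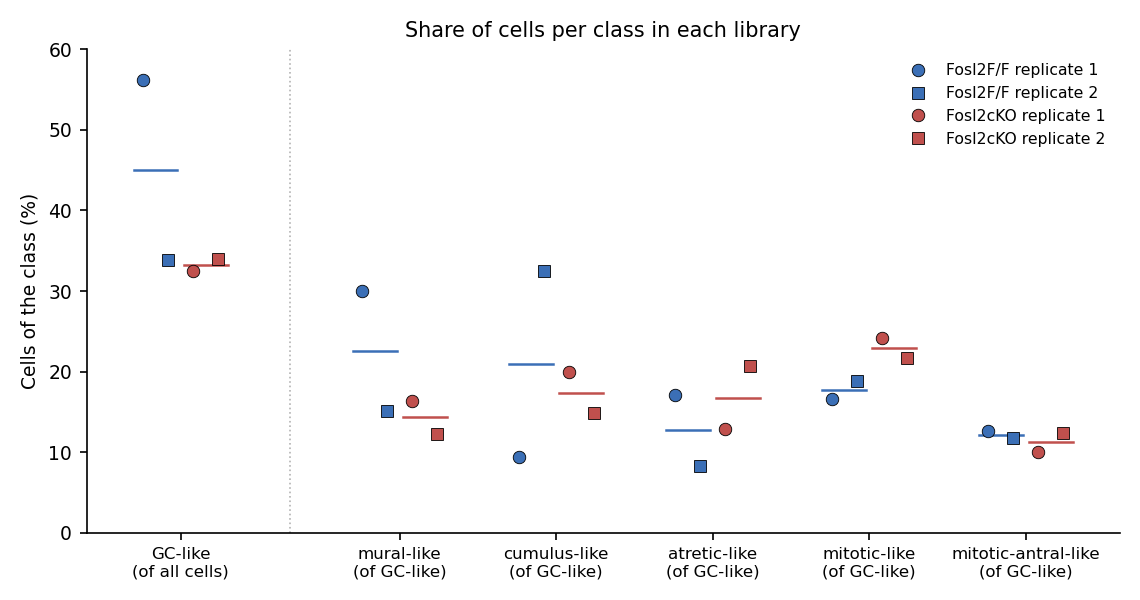
Share of cells per class in each library (percent of all cells for GC-like cells, percent of GC-like cells for the subclasses). Each point is a library (circle, replicate 1; square, replicate 2; blue, Fosl2F/F; red, labelled Fosl2cKO) and horizontal lines are the means of 2 libraries. For GC-like and mural-like cells the 1st Fosl2F/F library (56.1% and 29.9%) lies apart from the other 3.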

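Oocyte-like cells formed a cluster of their own, led by oocyte markers, with a median of 1725 UMIs per cell. It held 28 and 66 cells in the Fosl2F/F libraries and 20 and 17 cells in the libraries labelled Fosl2cKO. As a share of all cells kept, this was 0.344% and 0.337% against 0.296% and 0.241%, with means of 0.340% ± 0.00452 and 0.268% ± 0.0388 (SD, n = 2 libraries each). Both libraries labelled Fosl2cKO lay below both Fosl2F/F libraries (exact two-sided permutation p = 0.333, the smallest that 2 libraries against 2 allow), but not with doublets kept or with over 2000 UMIs. The log2 ratio of -0.34 did not pass edgeR's threshold (adjusted p = 0.969). It stayed between -0.61 and -0.20 over the pre-set alternatives and between -0.50 and -0.20 with 1 library left out. The libraries come from dissociated ovaries, so these numbers count oocyte-like barcodes and not ovulated oocytes. Their median depth was 0.32 of that of their own library, and whether they are whole oocytes was not tested.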

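Inhba and Ghr were counted in single cells of each class after every cell had been thinned to 2000 UMIs, since depth differed between classes and libraries. Shallower cells were left out, which removed 4.22% and 19.9% of the cells examined in the Fosl2F/F libraries and 3.48% and 4.08% in the libraries labelled Fosl2cKO. Inhba was found in 98.0% ± 1.50 of mural-like cells (mean and SD over the 4 libraries; 99.0% to 100% before thinning), against 77.2% ± 16.9 of mitotic-antral-like, 57.9% ± 13.6 of mitotic-like, 28.9% ± 3.16 of atretic-like and 5.73% ± 5.39 of cumulus-like cells. Macrophage-like cells, taken here as a class that lacks Inhba, gave 6.83% ± 5.93 (7.42% to 38.9% before thinning), so the share in cumulus-like cells is at the level of background RNA. The median depth before thinning was 4282 to 16559 UMIs in mural-like and 2283 to 8260 UMIs in macrophage-like cells. Ghr was found in 54.1% ± 13.3 of atretic-like cells (51.6% to 88.9% before thinning) and in 6.54% ± 3.27 of mural-like, 6.23% ± 1.798 of cumulus-like and 1.89% ± 1.06 of macrophage-like cells. Outside the GCs, 51.7% ± 4.85 of stromal-like, 35.7% ± 4.37 of endothelial-like and 17.4% ± 7.69 of theca-like cells also held a Ghr UMI, so Ghr separates atretic-like cells from other GCs but not from stromal-like cells. Both genes were among the markers used to name the subclasses. Summed over the cells of the class, Inhba in mural-like cells had 5868 and 3332 CPM in the Fosl2F/F libraries and 2754 and 3219 CPM in the libraries labelled Fosl2cKO (log2 fold change -0.60, standard error 0.29, adjusted p = 1.00, edgeR). Without the 1st Fosl2F/F library the log2 fold change was -0.15. Ghr in atretic-like cells had 1616 and 499 CPM against 606 and 936 CPM (log2 fold change -0.47, standard error 0.52, adjusted p = 0.910, edgeR), and without the 1st Fosl2F/F library the sign turned (0.59).

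**Figure D2:**
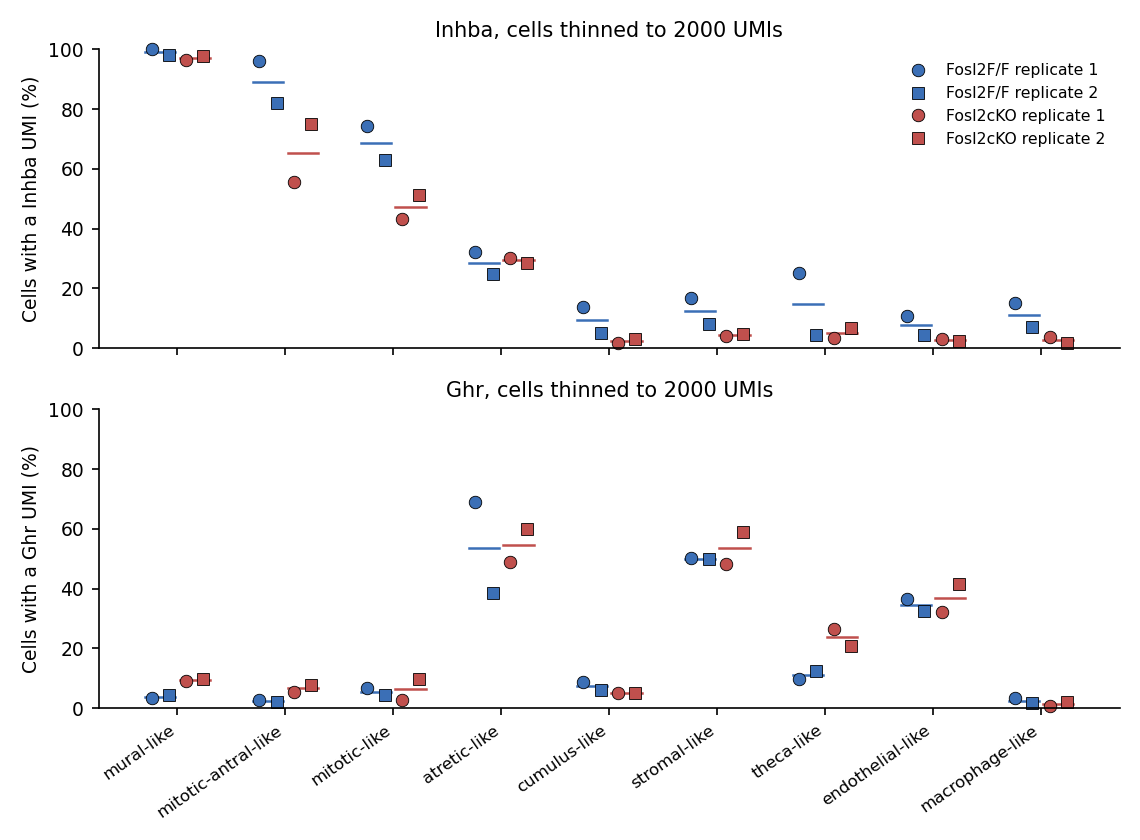
Percent of cells with an Inhba UMI (top) or a Ghr UMI (bottom) in each class, after thinning to 2000 UMIs per cell. Each point is a library (circle, replicate 1; square, replicate 2; blue, Fosl2F/F; red, labelled Fosl2cKO) and horizontal lines are the means of 2 libraries. Inhba is highest in mural-like cells (98.0% on average), and Ghr reaches like shares in atretic-like and stromal-like cells.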

We also employed *Inhba* and *Ghr*, as specific markers for mural GCs and atretic GCs, respectively, to visually demonstrate the distribution and expression in ovaries (Fig. 7h)^62–64^. After identifying the GC subclusters, we analyzed the differential gene expression in mural GCs and atretic GCs post-Fosl2 depletion using Ingenuity Pathway Analysis (IPA) software to deduce biological functions. 

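Gene expression was compared between the conditions on UMIs summed per class and library, at the thresholds the methods state (adjusted p under 0.1 and a log2 fold change over 0.25 in size). Mural-like cells gave 293 to 1370 cells and 4951914 to 17699180 UMIs per library, and atretic-like cells 282 to 782 cells and 3154639 to 11544040 UMIs. In edgeR, 1 of 12805 genes passed in mural-like cells and 1 of 13047 in atretic-like cells, and 1 of 17270 did in all GC-like cells together. At an unadjusted p under 0.05 there were 596, 684 and 825 genes, close to the 5% that chance gives. DESeq2 called more genes from the same sums, 88 in mural-like cells (66 higher and 22 lower in the libraries labelled Fosl2cKO), 48 in atretic-like cells (42 and 6) and 175 in GC-like cells (140 and 35). The edgeR counts depend on single libraries. Without either Fosl2F/F library, 0 genes passed in mural-like or GC-like cells (456 and 1180 in mural-like and 981 and 1915 in GC-like cells at an unadjusted p under 0.05, without the 1st and the 2nd; DESeq2 was not run on these), while without the 1st or the 2nd library labelled Fosl2cKO 199 and 92 genes passed in mural-like and 142 and 22 in GC-like cells. In atretic-like cells 20, 4, 6 and 1 genes passed as each library was left out in turn. Of the 27 genes named in the paper or used as its markers, 0 passed in edgeR in mural-like, atretic-like or GC-like cells, and 2, 2 and 1 passed when adjusted over the list alone. Under alternatives, Lhcgr passed as lower in GC-like cells with DESeq2, with the replicate block, with no gene filter and without the 1st library labelled Fosl2cKO, Cyp11a1 as lower with DESeq2, with no gene filter and without that library, Cyp19a1 as lower with no gene filter, and Jund as higher with no gene filter and without that library. With 1 library left out, the log2 fold change in GC-like cells ran from -2.65 to -1.18 for Lhcgr and -2.10 to -0.78 for Cyp11a1. For Cyp19a1 it ran from -2.57 to -0.55, while Fshr and Star changed sign. Lhcgr and Cyp19a1 are among the leading genes of mural-like cells, so a smaller mural-like share may lower them in all GC-like cells, which was not tested. Among the AP-1 family, Jund had 230 and 225 CPM in GC-like cells of the Fosl2F/F libraries and 313 and 1214 CPM in the libraries labelled Fosl2cKO (log2 fold change 1.75, standard error 0.57, adjusted p = 0.992, edgeR). Its rise came from the 2nd of these libraries, without which the log2 fold change was 0.46, and in stromal-like cells it was of like size (1.90).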

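The gene that passed in all 3 comparisons was Plb1 (ENSMUSG00000029134), which encodes a phospholipase and is not named in the paper's text. The part of Supplementary Data 6 read here lists it as lower in stromal cells than in other cells, without comparing conditions. It is singled out here after its values were seen. Plb1 lies on chromosome 5 of GRCm38 from 32232708 to 32366520, on the same strand as Fosl2, and is the next protein-coding gene, 74866 bases beyond the end of Fosl2. In GC-like cells it had 7 and 2 UMIs in the Fosl2F/F libraries and 23816 and 11872 UMIs in the libraries labelled Fosl2cKO, a ratio of 4436 of its share of all UMIs, with libraries summed (95% interval 2337 to 9702, counting error only). The log2 fold change was 12.03 (standard error 0.54, adjusted p = 0.00472, edgeR). Mural-like cells had 0.0589 and 0 CPM in the Fosl2F/F libraries and 1737 and 731 CPM in the libraries labelled Fosl2cKO (adjusted p = 0.00269, edgeR), and atretic-like cells had 0.0931 and 0 CPM against 777 and 429 CPM (adjusted p = 0.00415, edgeR). In mural-like cells of the libraries labelled Fosl2cKO, 79.2% and 60.8% of the cells thinned to 2000 UMIs held a Plb1 UMI, and in the Fosl2F/F libraries 0 of 1368 and 0 of 941 did. Cumulus-like cells had 50.7 and 37.0 CPM in the libraries labelled Fosl2cKO. Levels in stromal-like (7.92 and 17.7 CPM), endothelial-like (7.43 and 12.9 CPM) and macrophage-like cells (38.0 and 14.7 CPM) of these libraries were also far below those in mural-like and atretic-like cells. The size of the change held with any 1 library left out (log2 fold change 11.51 to 12.71 in GC-like cells). The edgeR call was lost without the 1st Fosl2F/F library (adjusted p = 0.602 in GC-like and 0.283 in mural-like cells) and without the 2nd (0.175 and 0.182), when the remaining Fosl2F/F library is assumed to vary like the others, and was kept in atretic-like cells each time. The genes on either side of the pair changed little, Babam2 by a log2 fold change of -0.13 and Ppp1cb by -0.05 in GC-like cells. Gm36840, an antisense gene inside Plb1 (32320764 to 32354883), had 0 and 0.0501 CPM in GC-like cells of the Fosl2F/F libraries and 7.04 and 3.00 CPM in the libraries labelled Fosl2cKO, and is uncertain because the 2 genes overlap.

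**Figure D3:**
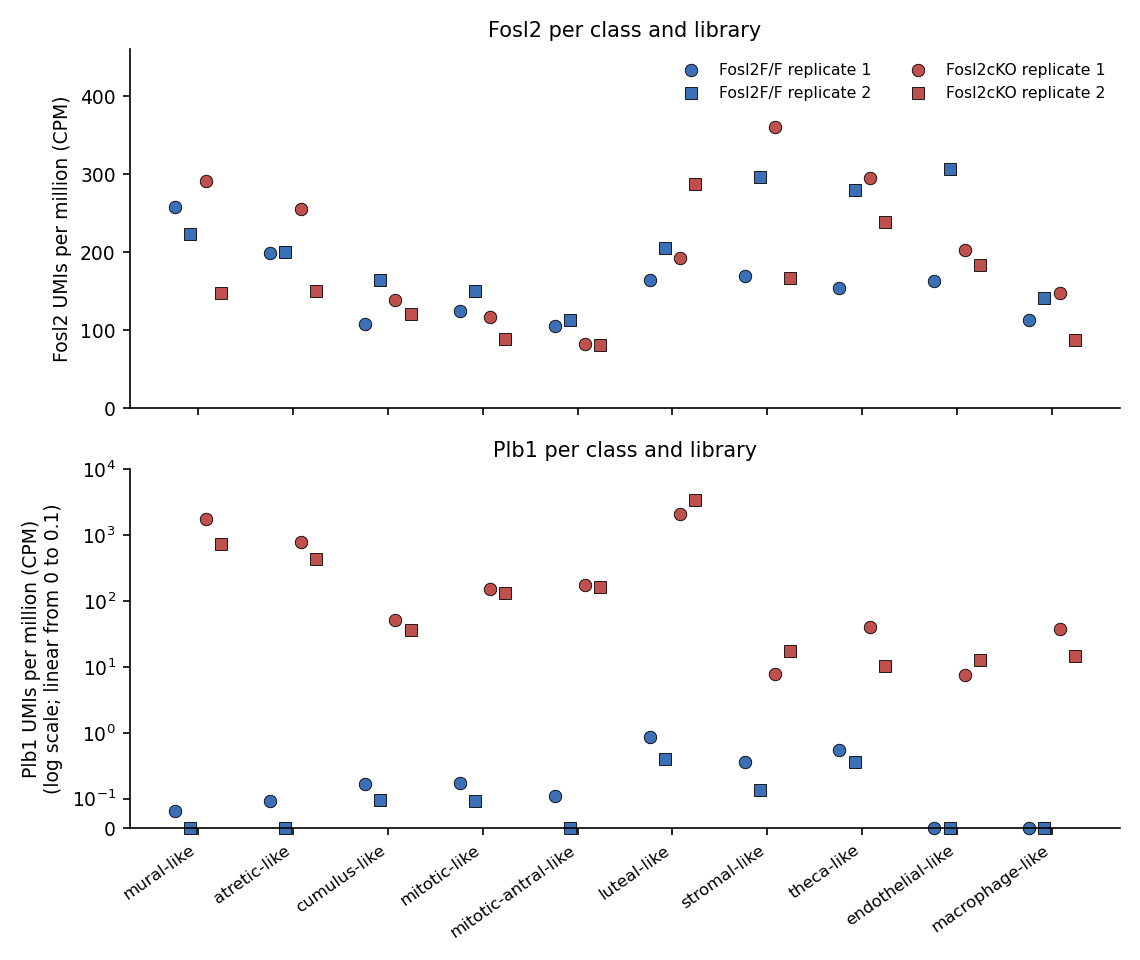
Fosl2 (top, linear scale) and Plb1 (bottom, log scale that is linear from 0 to 0.1) in CPM of each class. Each point is a library (circle, replicate 1; square, replicate 2; blue, Fosl2F/F; red, labelled Fosl2cKO). Fosl2 overlaps between the conditions in mural-like cells, and Plb1 does not in any class drawn.

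**Figure D4:**
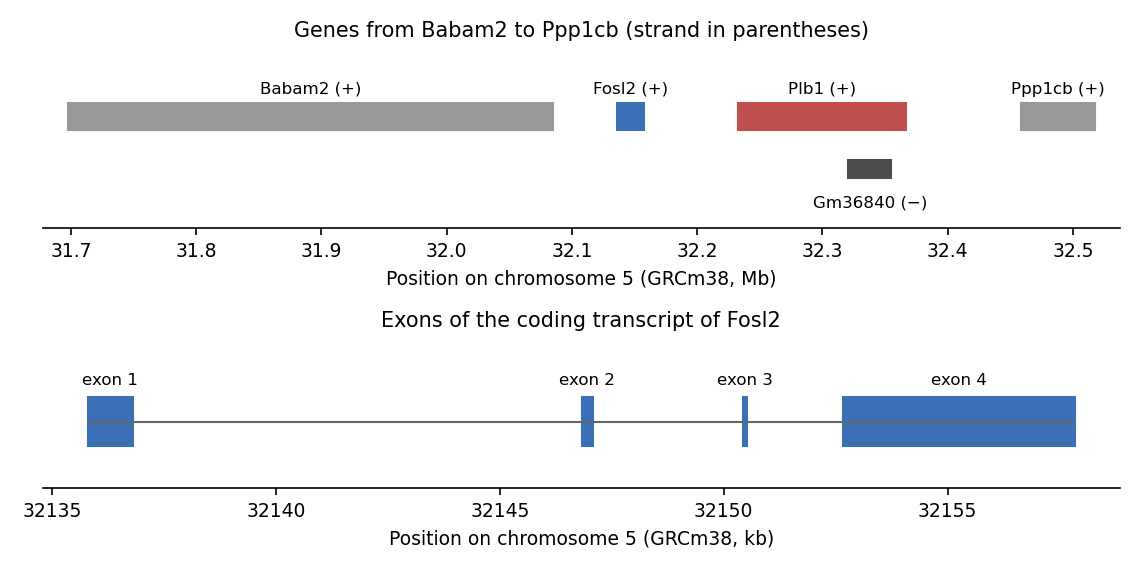
Map of chromosome 5 (GRCm38) from Babam2 to Ppp1cb, position in Mb, with strands in parentheses (top), and the exons of the coding transcript of Fosl2, position in kb (bottom). Plb1 starts 74866 bases beyond the end of Fosl2, on the same strand.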

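The pathway software of the study (IPA) was not used here. In its place, 5 gene lists written for the pathways of Fig. 7i and for GC function were tested with limma's camera on the summed UMIs of mural-like, atretic-like and all GC-like cells, with Benjamini-Hochberg adjustment over the 15 tests. For inflammation and NF-kB genes, 27 of 35 were higher in atretic-like cells of the libraries labelled Fosl2cKO, with a median log2 fold change of 0.54 (camera adjusted p = 3.9e-06). This came from the 1st of these libraries, whose mean log2 deviation was 0.57 against -0.14 in the 2nd, and without it the median was 0.05 (camera adjusted p = 0.136). In mural-like cells the same list had a median of -0.06 and a mean of 0.01, which differ in sign (camera adjusted p = 0.483), and 16 of 34 genes were higher. There the direction depended on single libraries. The list was called lower without the 1st Fosl2F/F library (median -0.36) or the 1st library labelled Fosl2cKO (-0.51), and higher without the 2nd library labelled Fosl2cKO (0.39). Genes of GC differentiation and ovulation were lower in mural-like cells, with a median of -0.26 and 13 of 44 genes higher (camera adjusted p = 0.0193). Without the 1st Fosl2F/F library the median was -0.07 and the list did not pass (camera adjusted p = 0.145). In atretic-like cells this list had a median of 0.09 and a mean of -0.08, and did not pass (camera adjusted p = 0.534). In all GC-like cells it passed, with a median of -0.17 and 16 of 49 genes higher (camera adjusted p = 0.0470). There the median ran from -0.15 to -0.04 with 1 library left out. Oxidative phosphorylation genes were lower in both, with medians of -0.29 in mural-like (1 of 83 higher, camera adjusted p = 1.46e-15) and -0.25 in atretic-like cells (5 of 83 higher, camera adjusted p = 1.75e-13). Stromal-like cells, in which Cyp19a1-Cre is not known to act, also had a lower level of these genes (median -0.42, 0 of 83 higher). G2/M genes had a median of 0.16 in atretic-like cells (camera adjusted p = 0.0185) and 0.13 in mural-like cells (camera adjusted p = 0.163). In all GC-like cells their median was 0.17, with 43 of 52 genes higher (camera adjusted p = 2.7e-06). There the median stayed between 0.13 and 0.22 with any 1 library left out. All GC-like cells mix the subclasses. Mitotic-like cells had a mean share of 17.7% in the Fosl2F/F libraries and 22.9% in the libraries labelled Fosl2cKO, and mural-like cells 22.5% and 14.3%. In all GC-like cells, the rise of G2/M genes and the fall of GC differentiation genes may therefore come from the mix of cells, which was not tested. For atretic-like cells the G2/M list no longer passed without the 1st Fosl2F/F library (median 0.00) or the 2nd library labelled Fosl2cKO (0.05), and in mural-like cells it passed without the 2nd Fosl2F/F library (0.36) and turned lower without the 1st (-0.27). Camera assumes a preset correlation of 0.01 between genes, and under fry, which estimates it from the libraries, none of these calls held (smallest adjusted p 0.323). Fry also asks whether a list changes at all, where camera asks whether it changes more than the other genes. With so few libraries fry has little power. The loss of the calls can therefore not be put down to the correlation alone.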

Notably, mural and atretic GCs both exhibited age-dependent upregulated proinflammatory stress pathways, contrasting with a concurrent downregulated developmental pathway (Fig. 7i). These results shed light on Fosl2’s potential role in ovarian aging. Indeed, in 7-month-old female mice lacking Fosl2, the ovaries exhibited severe organ disorder, including vacuolation and reduced size, in stark contrast to the normal morphology of ovaries in the control group. indicating a potential complete loss of ovarian function due to Fosl2 deficiency (Fig. 7j). Moreover, the number of CL in ovaries of 7-month-old female mice significantly decreased following the deletion of Fosl2, whereas there was no significant difference in younger ovaries (Fig. 7k and Supplementary Fig. 8e). In summary, our findings reveal the essential role of Fosl2 in maintaining balanced GC subclusters; its loss causes ovulatory anomalies and heightened the risks of ovarian aging, with a more severe impact in older ovaries compared to younger ones.

## Discussion

GC transcriptomic diversification represents a shift from proliferation to differentiation status, thus maintaining the hormonal balance and follicular maturation, which are required for reproductive health; however, dysfunctional programming can trigger reproductive issues. Despite the intricate interplay between epigenetic mechanisms and transcriptomic programs during follicular maturation, our knowledge of these processes remains limited. In this study, we investigated the significant chromatin remodeling that occurs at different follicular maturation phases in mammals. Newly activated GAAs were closely linked to adjacent GDGs, and importantly, Fosl2 bound to these GAAs, prompting a shift from closed to open chromatin, which in turn facilitated downstream signal transduction. Aberrant Fosl2 expression induced a collapse of the open chromatin state, and moreover, targeted deletion of Fosl2 in GCs disrupted their normal developmental diversity, resulting in reproductive disorders, including abnormal ovulation and ovarian aging (Fig. 8). These findings suggest that Fosl2-maintained chromatin state alterations are a key mechanism in follicular maturation. We also highlight the effectiveness of combining genome-wide epigenetic analyses with molecular studies to uncover previously unrecognized variations in folliculogenesis.

**Fig. 8:**
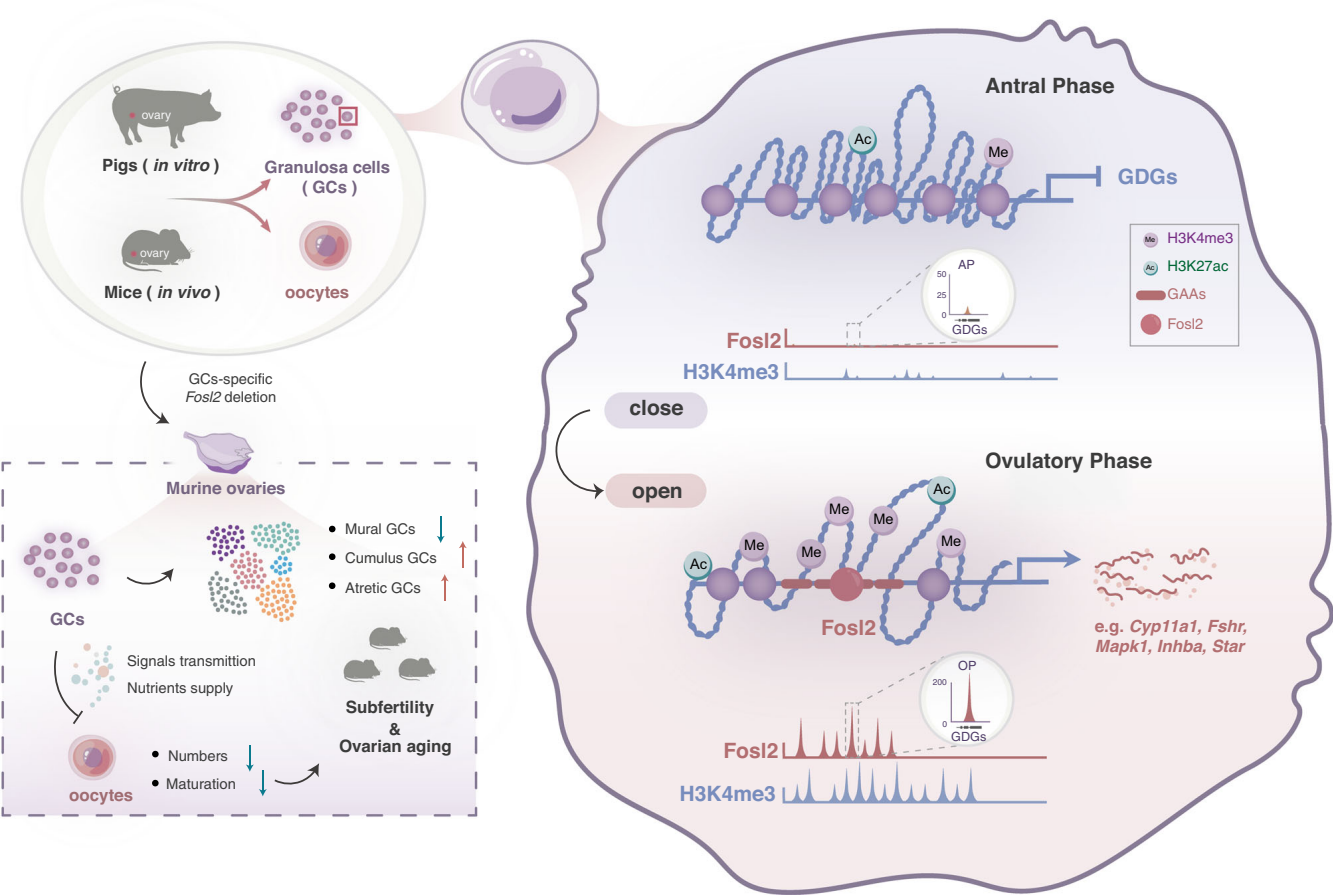
Fosl2 maintains chromatin accessibility to settle the GC lineage commitment in follicular maturation. During follicular maturation, newly GC-activated accessibility regions (GAAs) defined at the ovulatory phase, located within H3K4me3-decorated promoter regions, strongly induce expression of adjacent GC-involved developmental genes (GDGs). In particular, Fosl2 is recruited to these GAAs, amplifying their strength and ensuring the GDG expression, as well as the downstream developmental process during follicular maturation. Moreover, the GC-specific knockout approach for Fosl2 leads to an abnormal composition of GC subclusters, which results in the inability to provide essential support to the oocyte. These reproductive disorders stemming from the loss of Fosl2 become particularly pronounced as time progresses. Therefore, Fosl2-driven chromatin accessibility is a pivotal epigenetic mechanism that underpins the intricate process of follicular maturation, ensuring the continuity and health of the reproductive system.

GCs are fundamental to the reproductive processes, serving not only as nutritional support cells but also as endocrine function cells. It is crucial to elucidate the underlying mechanisms that govern signal transduction and follicular maturation in GCs; however, the upstream TF regulators during follicular maturation remain poorly characterized. The high-resolution genome-wide profiling of chromatin accessibility and nucleosome positioning has significantly advanced our comprehension of linear gene function and identified regulatory element candidates across the genome^41^. Importantly, open chromatin spatial arrangements at enhancers and promoters have highlighted key factors governing physical interactions in the genome. AP-1 binds to specific target-gene promoters, transforming extracellular signals into gene expression changes, e.g., our Fosl2 CUT&Tag analyses strongly supported previously identified regulatory elements, particularly promoter regions marked by ATAC-seq and histone methylation, as they interacted with Fosl2, while nearby GDGs were preferentially downregulated after Fosl2 suppression (Figs. 3f and 5d)^65^. The sustained correlations between chromatin accessibility and gene expression suggest an underlying regulatory paradigm whereby dynamic chromatin reconfiguration dictates specific expression patterns. Therefore, understanding chromatin-reshaping mediated by Fosl2 activation, which contributes to GDG expression, can help us unravel regulatory pathways that govern physiological and behavioral aspects in ovulation and folliculogenesis.

c-Fos and c-Jun TFs constitute the majority of mammalian AP-1 TFs; however, most research has concentrated on highly expressed TFs with a minimal focus on poorly expressed TFs, such as Fosl2^66–68^. During embryonic development, Fosl2 expression occurs at late organogenesis stages, including the ovaries^69,70^. Even so, research has illustrated that mice lacking Fosl2 typically do not survive beyond 1 week after birth^71^. Nevertheless, there are only a few studies that have used mice with tissue-specific expression of Fosl2. We specifically knocked out Fosl2 in ovarian GCs, and observed that Fosl2 significantly impacted reproduction, primarily due to ovarian dysfunction (Fig. 7b, c). This was mainly attributed to altered GC subclusters, as Fosl2 is crucial for cell growth and differentiation and balancing signals both inside and outside cells^72^. Intriguingly, it is precisely the composition of mural GCs responsible for communication with external signals that undergoes an obstruction in Fosl2 deletion mice (Fig. 7g). Meanwhile, although the overall GCs collapse after Fosl2 deletion, the proportion of atretic and cumulus GCs has been elevated, which led to a reduction in the nutritional support to oocytes (Fig. 7g and Supplementary Fig. 8c). Bidirectional communications between an oocyte and GCs are necessary for the acquisition of maturation and early embryonic developmental competence following fertilization. Understanding Fosl2-driven function during follicular maturation may be helpful for predicting oocyte quality and subsequent embryonic development competence, as well as pregnancy outcomes in the field of infertility treatment.

Of note, the expression of c-Fos TFs in the ovary is required for ovulation and folliculogenesis^73^. Human GC studies have reported that c-Fos is critical for prostaglandin biosynthesis, which is crucial for ovulation^73,74^. In c-Fos-deficient mice, follicular development was impeded, while the ovaries lacked antral follicles and CL, consistent with the impaired ovaries in our conditional knockout model (Fig. 7e)^75^. In polycystic ovary syndrome, diminished c-Fos activity has been linked to the etiology of hyperandrogenism^76,77^. c-Fos was also implicated in exacerbating ovarian dysfunction in premature ovarian insufficient mice, and exhibited decreased expression during ovarian aging, mirroring our data in GC-specific Fosl2 null ovaries, and highlighting significant c-Fos function during ovarian development (Fig. 7j, k)^78,79^. Furthermore, the potential compensatory roles of c-Fos family members that share structural homology with Fosl2 (e.g., Fosl1) during follicular maturation merit consideration. For example, the absence of severe fertility defects in GC-specific Fosl2 knockout mice may reflect functional redundancy through dosage compensation by Fosl1, given their conserved DNA-binding domains. Nevertheless, deletion of Fosl2 in mice results in lethality and affects the development of the heart, bones, and intestines, highlighting its critical and non-redundant regulatory role in maintaining overall embryonic and postnatal health^71^. This suggests that while compensatory mechanisms may mitigate acute fertility loss, Fosl2 exerts unique temporal or context-dependent control over pathways critical for ovarian homeostasis, underscoring its indispensable pathophysiological relevance. From another perspective, these TFs participate in chromatin remodeling, suggesting the potential functional interplay and combinatorial effects across different developmental contexts, aligning with the enrichment of AP-1 TFs at GAAs in our study (Fig. 3a)^80–83^. Our findings highlight the dynamic compensatory mechanisms modulating nucleosome occupancy, thereby defining developmental outcomes in the ovaries, but more importantly, nucleosomal occupancy patterns are profoundly influenced by temporal factors, as evidenced by Fosl2 influences on aged ovaries, which were significantly different from younger ovaries (Fig. 7k and Supplementary Fig. 8e). Despite having excluded other AP-1 TFs in shaping the GAA landscape in terms of follicular maturation, it remains unclear if these TFs, particularly c-Fos, act as drivers by binding in GAAs or synergizing with other factors to reshape other GDG subsets. The functions of these TFs are only poorly understood in terms of follicular maturation, and will be an exciting topic for future studies.

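Genes of the SASP (71 listed before the test, among them cytokines, chemokines, matrix proteases and IGF-binding proteins, 70 of them in the files) were tested in the same way. In mural-like cells 13 of 38 genes with enough UMIs were higher in the libraries labelled Fosl2cKO, with a median log2 fold change of -0.17 (camera adjusted p = 0.220). In atretic-like cells 25 of 41 were higher, with a median of 0.15 (camera adjusted p = 0.225), and in all GC-like cells 22 of 57, with a median of -0.11 (camera adjusted p = 0.483). None of the 3 passed the threshold. Between libraries the list varied more than between conditions. Its mean log2 deviation in mural-like cells was 0.26 and -0.35 in the libraries labelled Fosl2cKO and -0.03 and 0.11 in the Fosl2F/F libraries. The calls therefore moved with single libraries. In mural-like cells the list was called lower without the 1st Fosl2F/F library (median -0.20) or the 1st library labelled Fosl2cKO (-0.34), and called higher without the 2nd library labelled Fosl2cKO (camera adjusted p = 0.0139), although the median there was -0.06. In atretic-like cells it was called higher without the 2nd Fosl2F/F library (0.34) or the 2nd library labelled Fosl2cKO (0.19), and camera's direction turned downward, without passing, when the 1st Fosl2F/F library (-0.16) or the 1st library labelled Fosl2cKO (0.01) was left out. Without integration of the libraries the list passed in atretic-like cells, with a median of 0.30.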

Finally, our findings reveal that several immune response pathways mediated by the senescence-associated secretory phenotype (SASP) are enriched within altered GC subclusters. This suggests a reconfiguration of specific SASP genes and a link to ovarian aging following Fosl2 silencing in GCs (Fig. 7i). Ovarian aging manifests as reproductive decline, and subfertility is one of the earliest clinical signs in the cascade of events associated with reproductive aging. Our data from Fosl2-null ovaries corroborate the existing criteria for ovarian aging markers, covering both physiological and histological dimensions^84^. Therefore, future research needs to characterize cellular changes, particularly SASP-related cytokine profiles in accordance with SenNet guidelines, to fully elucidate the Fosl2 impact on ovarian aging^85^.

## Methods

### Ethics statement

This study was meticulously conducted in strict compliance with the ethical protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Central People’s Hospital of Zhanjiang, as authorized under Permission No. ZJDY2023-08.

### Mice

Wild-type C57BL/6J mice and *Cyp19a1-Cre* mice on a C57BL/6J genetic background were purchased from the Model Animal Research Center of Nanjing University (Nanjing, China). Floxed *Fosl2* mice, *Fosl2*^*Flox/Flox*^ (*Fosl2*^*F/F*^), were purchased from GemPharmatech Corporation (Jiangsu, China). *Cyp19a1-Cre* males were initially mated with *Fosl2*^*F/F*^ females to generate males heterozygous for the Fosl2 floxed allele *Cyp19a1-Cre*; *Fosl2*^*+/Flox*^. Subsequently, these males were bred with *Fosl2*^*F/F*^ females to produce female offspring with the *Cyp19a1-Cre*; *Fosl2*^*Flox/Flox*^ (*Fosl2*^*cKO*^) genotype, and designated as *Fosl2* conditional knockout mice. Genomic DNA isolation and genotype PCR were conducted using tail biopsies. The specific primers employed for PCR are detailed in Supplementary Data 1. All mice were maintained at the Central People’s Hospital of Zhanjiang SPF Laboratory Animal Center. Mice were housed in a SPF animal facility with controlled environmental conditions (20–25 °C, 50–70% relative humidity, 12-h light-dark cycle) and free access to food and water.

### The acquisition of granulosa cells (GCs) and oocytes

#### Collection of porcine cumulus-oocyte complexes (pCOCs)

Fresh ovaries from the slaughterhouse were transported to the laboratory within a 2-h window, preserved in a vacuum flask maintained at 30–35 °C. Ovaries with smooth surfaces, indicative of health and full development, were devoid of corpora lutea and possessed a substantial number of evenly distributed, fully matured luminal follicles. Any adjacent adipose tissue, oviduct, and bursa were meticulously excised. Follicles within the diameter range from 3 to 6 mm were carefully aspirated using an 18-gauge needle attached to a 10-ml syringe. Oocytes enclosed by multiple layers of tightly packed GCs and exhibiting homogeneously dark cytoplasm were chosen for maturation. pCOCs were then subjected to three rinses in HEPES-buffered Tyrode’s medium, supplemented with 0.01% PVA within an incubator at 37 °C. Subsequently, the pCOCs were transferred into 0.1% hyaluronidase solution for 5 min. This treatment facilitated the dispersion of GCs, allowing for the isolation of GCs and oocytes at the antral phase.

#### Maturation of porcine GCs (pGCs) and oocytes

To generate pGCs and oocytes at the ovulatory phase, the pCOCs were washed three times in the in vitro maturation (IVM) medium (Gibco, 3110-035) supplemented with 0.1% polyvinylalcohol (Sigma, P8136), 0.026 M sodium bicarbonate (Sigma, S5761), 3.05 mM D-glucose (Sigma, G7021), 0.91 mM sodium pyruvate (Sigma, P4562), 1 mg/mL gentamicin (Sigma, G1264), 10% porcine follicular fluid, 0.57 mM cysteine (Sigma, C7352), 0.5 mg/mL luteinizing hormone (Sigma, L5269), 0.5 mg/mL follicle-stimulating hormone (Sigma, F2293), and 10 ng/mL epidermal growth factor (Sigma, S4127). Approximately 70–80 pCOCs were then placed into individual wells (NEST, 702001), each well containing 500 μL of IVM medium overlaid with 400 μL of mineral oil. The plates were cultured for 42–44 h at 39 °C and 5% CO_2_ to facilitate maturation. Ovulatory-phase pGCs were removed from pCOCs by a brief 5-min exposure to 0.1% hyaluronidase solution. The resulting MII oocytes, characterized by the presence of an extruded first polar body, were individually inspected under stereoscopic microscopy (Nikon, Japan) for further use.

#### The acquisition of murine GCs (mGCs) and oocytes

Eight-week-old female mice post-sexual maturity were chosen for their fully developed reproductive systems and stable hormone levels. They were subjected to an intraperitoneal injection of 10 units of PMSG (Sigma-Aldrich, 9002-70-4) to induce superovulation. After 40–42 h, the mice were euthanized, and their ovaries were aseptically harvested and immediately transferred into M2 medium enriched with 200 μM IBMX to maintain the prophase I arrest of oocytes. The large follicles were delicately punctured using a fine-gauge syringe needle, facilitating the extrusion of murine COCs (mCOCs). The mCOCs were then meticulously transferred to a fresh drop of M2 medium containing 1 mg/mL hyaluronidase, an enzyme that effectively digests the hyaluronic acid-rich matrix of the mGCs. Once the mGCs were dispersed, the mGCs at the antral phase and oocytes at the GV stage were isolated and collected for further study.

For the acquisition of mGCs at the ovulatory phase and oocytes at the MII stage, mice were injected intraperitoneally with PMSG. After 46–48 h, the mice received a subsequent intraperitoneal injection of hCG (Sigma-Aldrich, 9002-61-3) to trigger ovulation. Fourteen hours post-hCG administration, superovulated mice were euthanized, and mCOCs were retrieved from the ampullae of the oviducts, collected in M2 medium containing 1 mg/mL hyaluronidase. Once the mCOCs were digested, the mGCs and oocytes were carefully isolated and collected for further study.

### Histological analysis and immunofluorescence staining

Eight-week-old *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ female mice from the same litter were euthanized to collect ovarian tissues. The harvested ovaries were promptly fixed in 4% PFA at 4 °C overnight. Following fixation, tissues were stored in 70% ethanol for embedding in paraffin for histological processing. Next, 5 μm tissue sections were prepared using a microtome and mounted onto glass slides. The sections underwent a standard deparaffinization and rehydration protocol.

For immunofluorescence staining, the slides were incubated with primary antibody (Fosl2, CST, 19967; Fshr, Proteintech, 22665; Mapk1, Proteintech,51068-1-AP; Fto, Proteintech, 27226-1-AP; Inhba, Bioss, bs-1774R; Ghr, Bioss, bs-0654R) at 4 °C overnight. The following day, the slides were washed and incubated with the secondary antibody for 1 h. The nuclei were counterstained with DAPI for 10 min to visualize nuclear morphology. Images were captured using a laser scanning confocal microscope (Nikon, Japan) and were processed using ImageJ (Adobe, USA).

### Western blotting

Proteins were extracted by using RIPA buffer (Thermo Fisher, 89901). The extracted proteins were subjected to denaturation in a 5×SDS loading buffer (Beyotime, P0015L) at 100 °C for 10 min. The denatured proteins were resolved by 10% SDS polyacrylamide gel electrophoresis, and the resolved proteins were transferred onto PVDF membranes (Millipore, IPVH00010) for immunoblotting analysis. To minimize non-specific antibody binding, the PVDF membranes were blocked in a solution containing 5% skimmed milk for 1 h. The membranes were incubated with primary antibodies (Fosl2, CST, 19967; Gapdh, Proteintech, 10494-1-AP; β-actin, Proteintech, 20536-1-AP) at 4 °C overnight. After extensive washing, the membranes were incubated with appropriate HRP-conjugated secondary antibodies and were visualized using an iBrightTM instrument (Thermo Fisher, USA).

### RNA interference (RNAi)

For the knockdown experiment, two small interfering RNA (siRNA) against Fosl2 from GenePharma were transfected into pGCs. Briefly, pGCs were seeded into 24-well plates in DMEM-F12 medium supplemented with 10% FBS, 1 μg/mL of β-estradiol, 0.22 mM sodium pyruvate, 10 IU/mL of PMSG, 10 IU/mL hCG and 10 ng/mL EGF. *Fosl2* siRNA (*Fosl2* siRNA-1: 5’-CCAGUCAUCAGACUCCUUGAA-3’ *Fosl2* siRNA-2: 5’-CGAACCUCGUCUUCACCUA(dT)(dT)-3’) transfections were performed using lipo3000 (Invitrogen, L3000015) following the manufacturer’s instructions. After 48 h, the cells were collected for further study.

### Estrus cycle examining

The estrus stage of mice was determined by vaginal smears. In brief, around 20 µL of normal saline was used for vaginal lavage. At the vaginal canal opening, a pipette tip was employed to repeatedly flush and aspirate. The final saline was placed on a coverglass, smeared, and then stained with crystal violet according to the manufacturer’s instructions (Beyotime, C0121). Proestrus was identified by the presence of numerous nucleated cells, and estrus by cornified epithelial cells. Diestrus and metestrus were distinguished by the presence of nucleated epithelial cells in diestrus, along with leukocytes.

### Bulk RNA assay

Total RNA was extracted from either 50 oocytes or 5 × 10^4^ GCs using TRIzol reagent (Invitrogen, 15596018), following the manufacturer’s protocol. The concentration, purity and integrity were determined using NanoDrop 2000 (Thermo Fisher, USA) and Agilent Bioanalyzer 2100 systems (Agilent, USA), respectively. For RNA-qPCR assay, 1 μg total RNA was reverse-transcribed into cDNA with random hexamer DN6 and M-MLV reverse transcriptase. A 10 μL reaction system comprising 2 μL of the diluted reverse-transcribed product (1:50) and 8 μL of SYBR Green I Master Mix (Roche, 04707516001) was evaluated using a LightCycler 480 instrument (Roche, Switzerland). The specific primers employed for RNA-qPCR are detailed in Supplementary Data 1. For RNA-seq analysis, after mRNA isolation, fragmentation and priming, cDNAs were subjected to RNA library prep kit for Illumina (NEB, E7770). All libraries were subjected to paired-end sequencing on the Novaseq 6000 platform (Novogene, China) to a depth of at least 1.5 × 10^7^ reads.

### ChIP-qPCR assay

In brief, 1 × 10^6^ GCs were fixed by crosslinking with 1% formaldehyde solution, followed by quenching with glycine to terminate the fixation. Chromatin shearing was achieved using Bioruptor (Diagenode, Belgium), resulting in fragments ranging from 300 to 500 bp. A total of 3 μg of primary antibody (H3K4me3, Abcam, ab8580; H3K27ac, Abcam, ab4729; IgG, Proteintech, 30000-0-AP) was incubated with a beads-DNA mixture at 4 °C overnight. The following day, antibody-protein-DNA complexes were immunoprecipitated using pre-treated Protein A Sepharose bead slurry (Sigma-Aldrich, GE17-5280). The eluted complexes underwent extensive washing and de-crosslinking, and the ChIP-enriched DNA was purified using phenol-chloroform extraction for subsequent qPCR analysis. The specific primers employed in ChIP-qPCR assay are listed in Supplementary Data 1.

### scRNA-seq library preparation

Eight-week-old *Fosl2*^*F/F*^ and *Fosl2*^*cKO*^ female mice from the same litter were euthanized to collect ovarian tissues, and all samples were processed in parallel by a single operator within a 24-h period to eliminate technical variability. The single-cell library was meticulously prepared using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10×Genomics, 120237), strictly following the manufacturer’s protocol. Briefly, cell viability was confirmed to be >70% in ovarian tissues from Fosl2-deficient and control mice using trypan blue exclusion. Cell suspensions were filtered using a 70 μm strainer, and dissociated cells were pelleted and re-suspended with 0.04% BSA in PBS. Single-cell suspensions were loaded on the Chromium Controller (10×Genomics, USA) to generate Gel Bead-In-Emulsions (GEMs). Adhering to the manufacturer’s protocol, scRNA-seq libraries were constructed to paired-end sequencing by the Novaseq 6000 platform to a depth of at least 3.5 × 10^8^ reads accordingly.

### ATAC-seq library generation

The ATAC-seq procedure was performed as previously described with minor modifications^86^. In brief, 50 zona pellucida-free oocytes were lysed in a lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal CA-630, 0.1% Tween-20, 0.01% Digitonin, 1% Cytochalasin B, 0.1% collagenase I) for 10 min on ice to generate the nuclei. Meanwhile, GC nuclei were isolated from 5 × 10^4^ cells using the efficient nuclear separation kit (SHBIO, 52009). The nuclei were then centrifuged at 500 × *g* for 5 min to pellet and remove the supernatant. Tn5 transposome and tagmentation reactions were carried out at 37 °C for 30 min (Vazyme, TD501). After the tagmentation, DNA was purified using 2 × AMPure beads (Beckman Coulter, A63881). Library amplification was performed for 16 cycles for oocytes and 14 cycles for GCs using the following PCR conditions: 72 °C for 3 min, 98 °C for 30 s, and thermocycling at 98 °C for 15 s, 60 °C for 30 s and 72 °C for 3 min; concluding with a final extension at 72 °C for 5 min. The amplified DNA was size-selected for 200–500 bp fragments using AMPure beads. All libraries were subjected to paired-end sequencing on the Novaseq 6000 platform to a depth of at least 4.0 × 10^7^ reads.

### CUT&Tag library generation

The CUT&Tag was conducted using CUT&Tag Assay Kit for Illumina according to the manufacturer’s protocol with minor modifications (Vazyme, TD903). Briefly, nuclei were isolated from 1 × 10^4^ GCs using the efficient nuclear separation kit and incubated with ConA beads for at least 10 min to achieve a comprehensive combination. The antibody-protein-nuclei complexes were then incubated with primary antibodies (H3K4me3, Abcam, ab8580; H3K27ac, Abcam, ab4729; Fosl2, CST, 19967) at 4 °C overnight, with an IgG antibody (IgG, Proteintech, 30000-0-AP) serving as a negative control. The following day, the samples underwent incubation with a secondary antibody, followed by the application of a diluted pA-Tn5 transposase to cleave the genome and append a unique adapter sequence, thereby constructing the library. All sequencing libraries were prepared after 12 cycles of PCR amplification. The selected DNA fragments were subjected to paired-end sequencing on the Novaseq 6000 platform to a depth of at least 2.5 × 10^7^ reads.

### Data analysis

#### Bulk RNA-seq data processing

Quality control was performed using FastQC to assess read quality and detect potential contaminants. Subsequent trimming of low-quality reads (Phred score <20) and adapter sequences was carried out with Trimmomatic. Cleaned reads were then aligned to mm10 or Sscrofa11.1 genome using the STAR aligner, producing aligned BAM files^87^. Gene expression was assembled and quantified using package HTseq-count, which was processed to obtain FPKM and TPM values^88^. In addition, to control for technical variability, the RUVseq package (v1.34.0) was employed to estimate and remove unwanted variation from the data, while the Ensembl Sscrofa v11.1 annotation served as the reference for defining genes used in the RUVseq analysis^89^. Principal component analysis (PCA) was conducted to assess the overall structure of the data and identify potential batch effects or biological variation^90^. Using the R package DESeq2, differentially expressed genes (DEGs) were identified based on the criteria of log2 (fold-change) ≥1 and adjusted *p* value < 0.05^91^. The list of DEGs is provided in Supplementary Data 2 (The *p* value was generated from a two-sided test, with adjustment for multiple testing via the Benjamini–Hochberg (BH) method). Gene set enrichment analysis was performed using the R package fgse and was visualized using the R package clusterProfiler^92,93^. The gene set terms used for this analysis were downloaded from the MSigDB database (https://www.gsea-msigdb.org/gsea/msigdb).

#### Identification of GC-involved developmental genes (GDGs)

As for the identification of GDGs, genes were obtained based on RNA-seq data using staged pGCs cultured in vitro. Genes that were not expressed or lowly expressed at the antral phase, but become upregulated (at least two-fold upregulation) at the ovulatory phase were included in the list. An equal number of randomly selected genes were chosen from protein-coding genes with an FPKM > 1 in the RNA-seq data to serve as GDG controls. The list of GDGs is provided in Supplementary Data 3.

#### ATAC-seq data processing

FastQC was used to evaluate the quality of the sequencing data, and Trimmomatic was explored to remove the adapter sequences and obtain the clean data. At the same time, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on the high-quality clean data. The clean reads were then aligned to the UCSC mm10 or Sscrofa11.1 reference genome using the bwa program. Using the ENCODE blacklist regions for the mm10 genomic data allows for effective filtering out of potential technical artifacts. The bam file generated by the unique mapped reads was used as an input file, using MACS2 software for callpeak with cutoff *q* value < 0.05^94^. Data quality metrics for FRiP, NRF were calculated using deepTools (v3.5.1) and are detailed in Supplementary Data 4. Genomic features of peaks were annotated using ChIPseeker R package. To identify DEGs between differently passaged GCs, the ATAC-seq peaks of each sample were merged and the number of peaks among this set was counted using BEDTools (v2.29.0)^95^. GAAs and GIAs were identified using DESeq2, with thresholds log2 (fold-change) ≥1 and adjusted *p* value < 0.05. The locations and descriptions of GAA regions are accessible in Supplementary Data 5. To find the sequence motifs enriched in GAAs and GIAs, findMotifsGenome.pl from the HOMER program was used^96^. Genome-wide normalized signal coverage tracks were created by bamCoverage in deepTools and were visualized in the Integrative Genomics Viewer. Promoters were defined as ±2.5 kb around the TSS. Peaks at least 2.5 kb away from TSSs were defined as distal peaks. The functional enrichment for genes that are near stage-specific distal peaks was analyzed using the GREAT tool by default settings^97^. Hierarchical clustering was performed in R by hclust () function with ChIP-seq RPKM values via Pearson correlation coefficients.

#### CUT&Tag data processing

CUT&Tag data were aligned to Sscrofa11.1 genome sequences by Bowtie with similar parameters as ATAC-seq data. Similarly, peaks were called using MACS2 peak caller with *q* value < 0.05. Genome-wide normalized signal coverage tracks were visualized in the IGV. Peaks that were two-fold greater at a false discovery rate <0.1 were considered differential peaks, while peaks that did not have a log2 fold change significantly different from zero were termed constitutive peaks.

#### scRNA-seq data processing

The raw sequencing data were processed with CellRanger from 10×Genomics (v3.1.0) with default parameters. Alignment was performed against the mouse genome reference sequence GRCm38. Uniquely mapped reads were retained for UMI counting, and gene expression levels were quantified for each detected barcode. CellBender was employed to process the raw feature-barcode matrices with default parameters to eliminate ambient RNA molecules from each sample^98^. The resulting clean corrected expression matrices were then analyzed using the Seurat package (v5.0.2)^99^. Quality control was initially conducted independently on each library to determine appropriate filtering thresholds, and cells were excluded if they failed to meet the criteria of having a minimum of 500 detected genes, over 1000 detected UMIs, mitochondrial UMI counts constituting less than 10% of the total, and hemoglobin gene expression levels below 0.1%. Subsequently, we used the DoubletFinder R package to identify and remove potential doublets. Data integration was performed using SCTransform with regression on mitochondrial gene percentage^100^. The clustree package (v0.5.0) was employed to visualize hierarchical relationships between clusters across resolutions. The full lists for scRNA-seq makers in each ovary cluster and GC subcluster are accessible in Supplementary Data 6 and 7, respectively (The *p* value was generated from a two-sided Wilcoxon rank-sum test, with adjustment for multiple testing via the Benjamini-Hochberg (BH) method). Gene lists were imported into IPA_01.12 (Qiagen Bioinformatics) software and filtered on false discovery rate (FDR)  <   0.1 and log(fold change) > 0.25 for pathway analyses to assess pathway/biological function enrichment analysis.

### Fertility test

For fertility testing, *Fosl2*^*F/F*^ (control; *n* = 7) and *Fosl2*^*cKO*^ female (*n* = 7) mice with sexual maturity were continuously mated to wild-type males (C57BL/6J, 2-month-old) with known fertility for >6 months. Litter sizes were checked daily for counting the number of pups.

### Statistics and reproducibility

Data were analyzed using Prism 8.0 (GraphPad) or the R programming environment. The comparison of the mean between two groups was conducted using Student’s *t* test, and differences between two independent groups were assessed using the Wilcoxon rank-sum test. Fisher’s exact test was performed using BEDTools. The correlation between two continuous variables was calculated using Spearman’s correlation and *p* < 0.05 was considered significant. Results were validated through at least three biological replicates and/or independent experimental repetitions

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw sequencing and processed data generated in this study were deposited in the Gene Expression Omnibus (GEO) database, accessible using GSE267974. GEO accession codes for study data are RNA-seq, GSE267849; ATAC-seq, GSE267850; CUT&Tag, GSE267851; and scRNA-seq, GSE281100. Source data are provided with this paper.

# Supplementary material for: Fosl2 facilitates chromatin accessibility to determine developmental events during follicular maturation
**Source:** Nat Commun. 2025 Oct 8;16:8955. doi: 10.1038/s41467-025-64009-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Fosl2 facilitates chromatin accessibility to determine developmental  
events during follicular maturation**

*Zhang et al.*

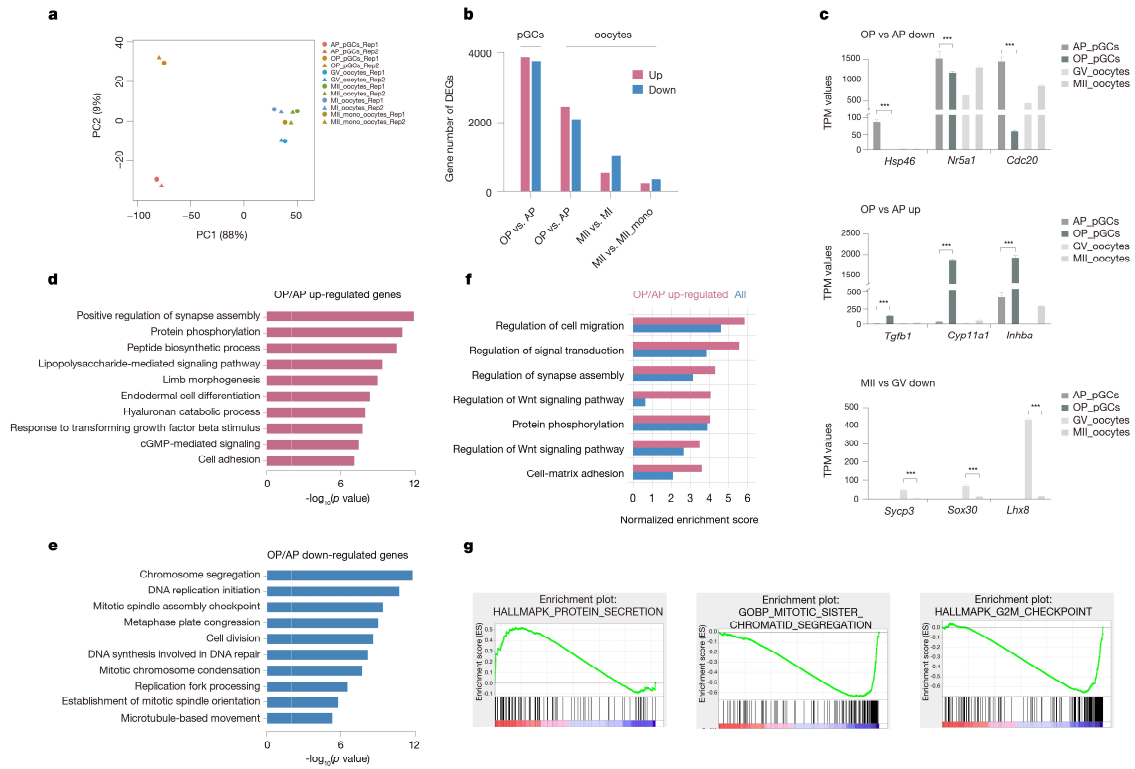

**Supplementary Fig.1 | Dynamics of the transcriptional profiles during follicular maturation. a,** Principal Component Analysis (PCA) displaying the correlation and dispersion of RNA-seq of pGCs and oocytes under different maturation phases. There are two independently performed biological replicates for each passage number (Rep 1 and 2). MII\_mono, oocytes at the MII stage without pGCs support. **b,** Box plots showing the DEGs of pGCs and oocytes under different maturation phases. Differentially expressed genes (DEGs) are identified by R package DESeq2 with  $\log_2$  (fold-change)  $\geq 1$  and adjusted  $p$  value  $< 0.05$ . **c,** Bar plots showing the representative gene expression (TPM) of RNA-seq under different maturation phases. Two biological replicates are independently performed for each sequencing. Error bars indicate the mean  $\pm$  S.E.M. The  $p$  value was generated from a two-sided Student's  $t$ -test. \*\*\* $p < 0.001$ . **d** and **e,** GO enrichments of the **d** up- and **e** down-regulated genes comparing the ovulatory phase with the antral phase. Bar length represents the enriched  $p$  value for biological processes. The  $p$  value was generated from a one-sided Hypergeometric test. **f,** Follicular maturation-related GO term enrichment scores within all and upregulated genes from the transcriptome dataset in pGCs. **g,** GSEA showing the enrichment of protein secretion, mitosis and G2M checkpoint pathway during follicular maturation.

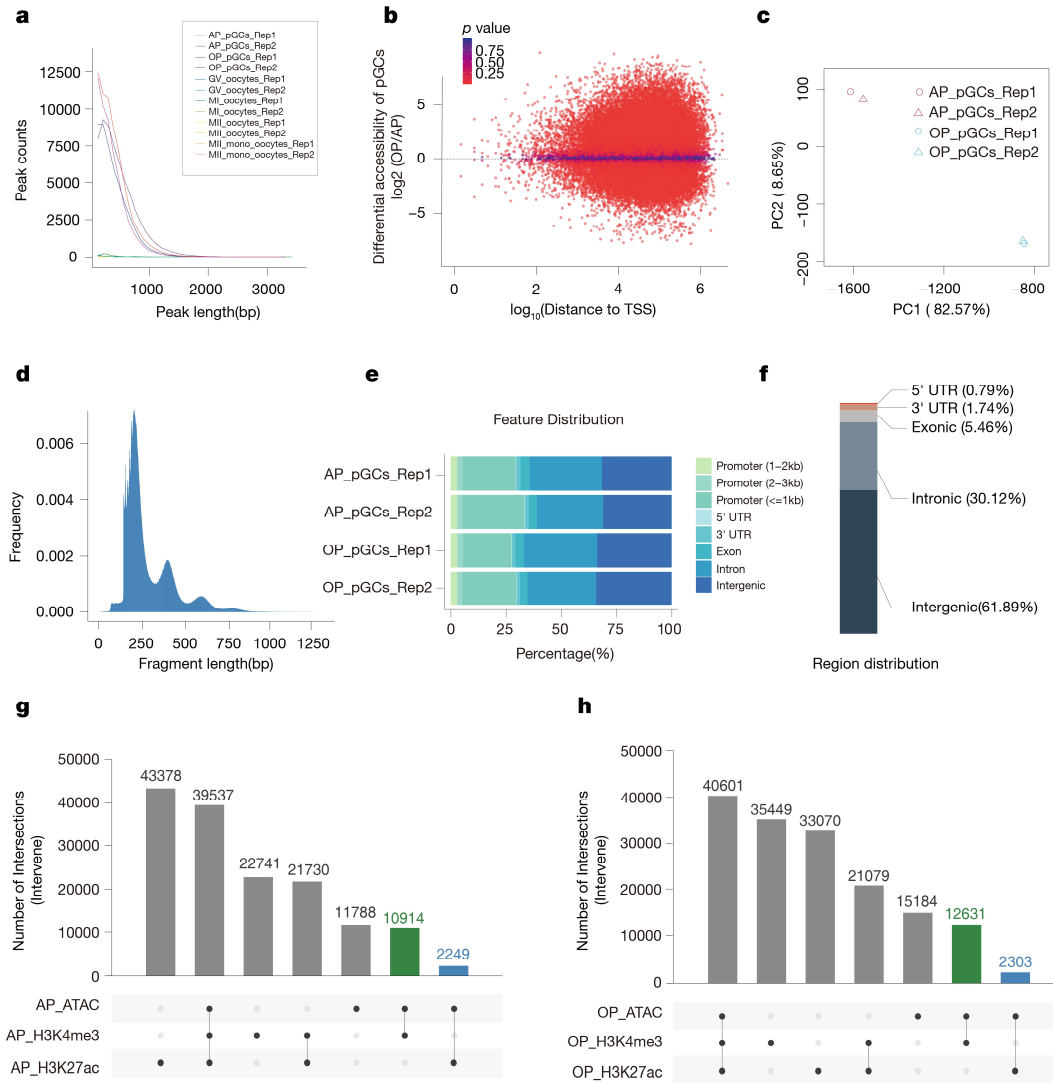

**Supplementary Fig.2 | Dynamics of chromatin accessibility during follicular maturation.** **a**, The distribution of the peak length with peak counts of accessibility regions under different maturation phases. **b**, Scatter plot of ATAC-seq signals in pGCs showing the accessibility change at the antral and ovulatory phases. The  $p$  value was generated from a two-sided Wald test. **c**, Principal Component Analysis (PCA) displaying the correlation and dispersion of ATAC-seq under different maturation phases. **d**, Representative distribution of insert size showing clear signal modulation for mono- and di-nucleosomes. **e**, Genomic feature distributions of accessible chromatin regions that changed in follicular maturation. UTR, untranslated region. **f**, Annotations of the genomic distribution of all peaks identified using ATAC-seq. **g** and **h**, Bar plots displaying the distribution of ATAC-seq signals at the antral and ovulatory phases in pGCs with H3K4me3 and H3K27ac CUT&Tag signals using the Intervene tool. Intersection numbers are labeled.

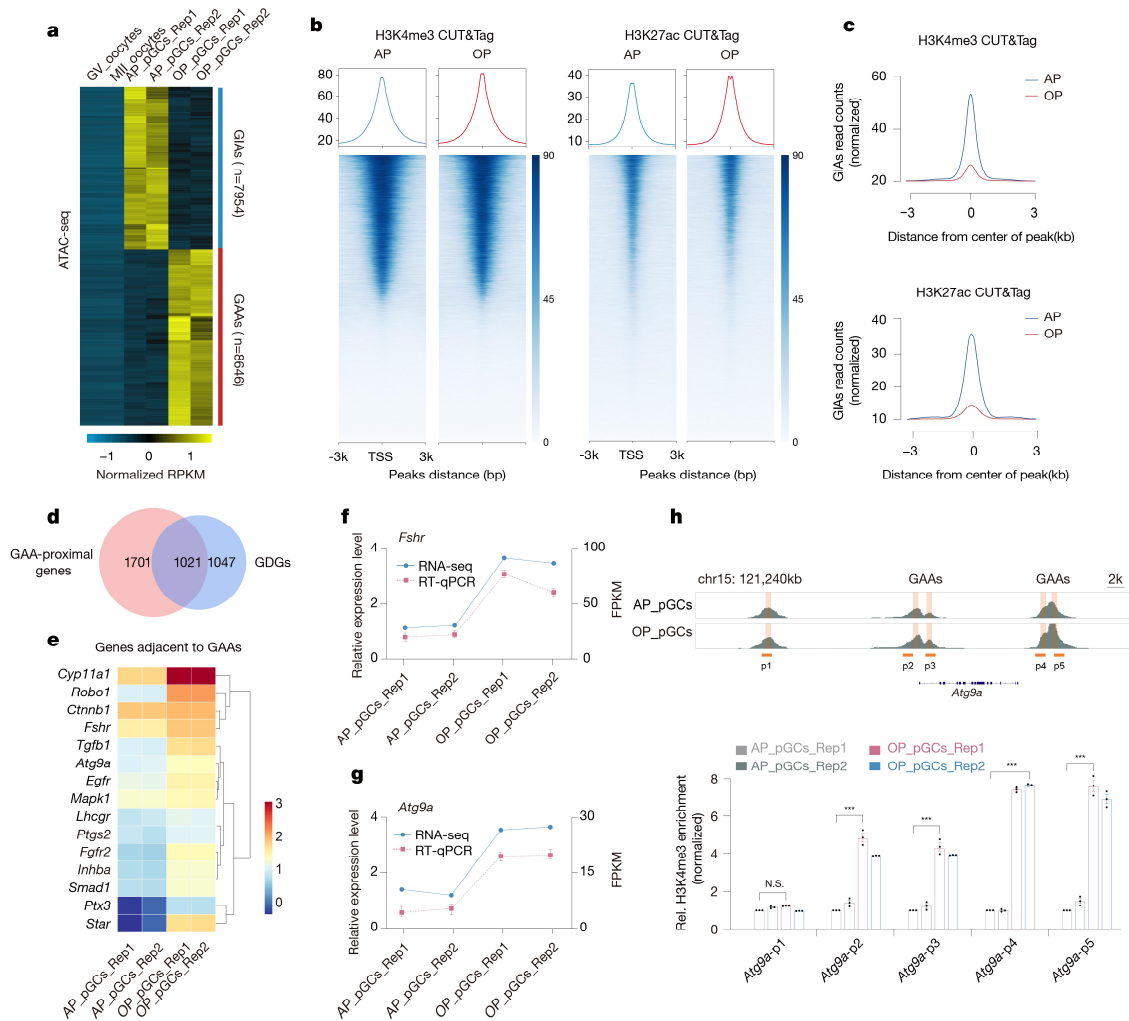

**Supplementary Fig.3 | GAAs are responsible for robust adjacent GDG expression.** **a**, Heatmap of ATAC-seq signals in pGCs showing the accessibility remodeling of GAAs and GIAs. Numbers of differential accessibility regions are labeled. **b**, Heatmaps and enrichment plots showing normalized read densities of H3K4me3 (left) and H3K27ac (right) CUT&Tag signals both at the antral and ovulatory phases. Tracks are centered at the peaks and extend  $\pm 3$  kb. **c**, Enrichment plots displaying normalized GIA read densities for H3K4me3 and H3K27ac CUT&Tag signals. Tracks are centered at the TSS and extend  $\pm 3$  kb. **d**, Venn diagram showing the overlap between GAA-proximal genes and identified GDGs list. **e**, Heatmap showing the expression of representative GDGs in proximity to GAAs (selected from the overlap genes in **d**). **f** and **g**, The expression of **f** *Fshr* and **g** *Atg9a* in pGCs during follicular maturation. The dashed line indicates RT-qPCR results, and the solid line indicates RNA-seq data. Error bars indicate the mean  $\pm$  S.E.M. (n = 3 biological replicates). Source data are provided as a Source Data file. **h**, Location diagram of H3K4me3 ChIP-qPCR primers within the *Atg9a* locus (upper). ChIP-qPCR is used to measure the relative H3K4me3 levels for GAAs

within the corresponding *Atg9a* gene at the antral and ovulatory phases in pGCs (lower). IgG is used as the negative control. The enrichment is normalized to a 1:10 dilution of the input. Error bars indicate the mean  $\pm$ S.E.M. ( $n = 3$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. N.S., not significant, \*\*\* $p < 0.001$ .

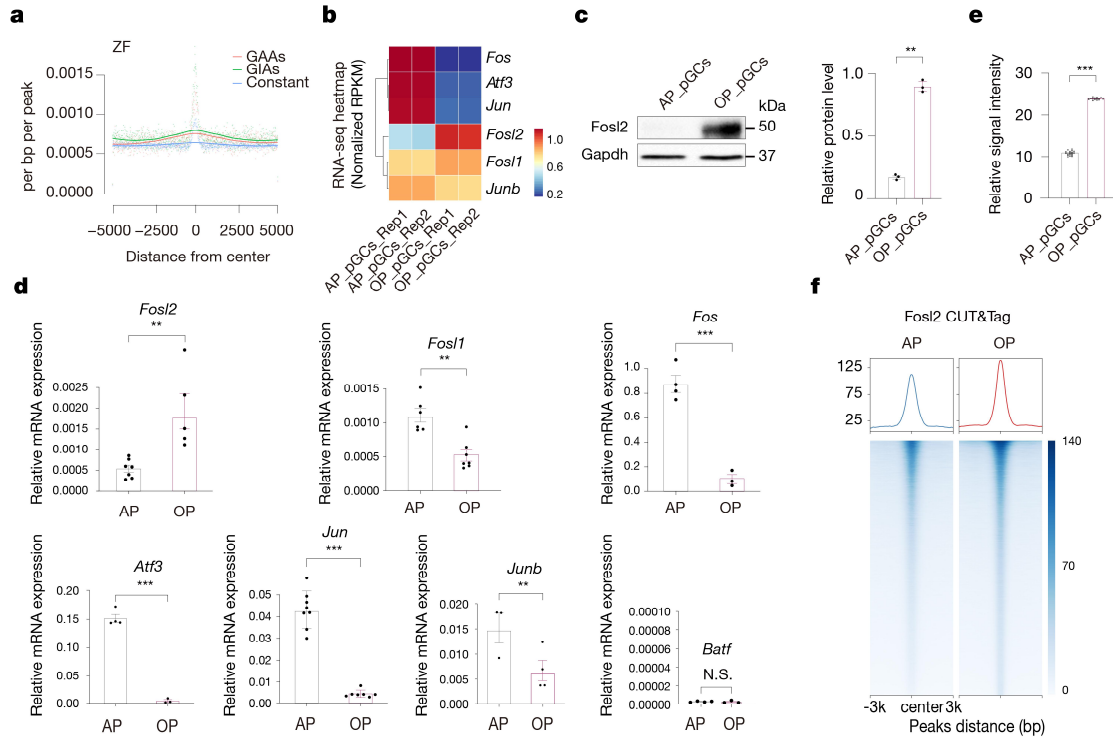

**Supplementary Fig.4 | Fosl2 is enriched at GAAs.** **a**, Position-weight matrices displaying the observed accessibility densities of GAAs, GIAs, and constant regions in ZF motif family. **b**, Heatmap showing the expression of AP-1 family genes of RNA-seq at the antral and ovulatory phases. **c**, Immunoblotting analysis (left) and quantification (right) of Fosl2 expression in pGCs under different maturation phases. Gapdh served as the loading control. Error bars indicate the mean  $\pm$ S.E.M. ( $n = 3$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. \*\* $p < 0.01$ . Source data are provided as a Source Data file. **d**, The relative mRNA expression of *Fosl2* and six other genes in pGCs in the process of follicular maturation. Error bars indicate the mean  $\pm$ S.E.M. ( $n = 3$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. N.S., not significant. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . **e**, Immunofluorescence quantification of Fosl2 expression at the antral and ovulatory phases. Error bars indicate the mean  $\pm$ S.E.M. ( $n = 3$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. \*\*\* $p < 0.001$ . **f**, Heatmaps and enrichment plots showing normalized read densities of Fosl2 CUT&Tag signals both at the antral and ovulatory phases. Tracks are centered at the peaks and extend  $\pm 3$  kb.

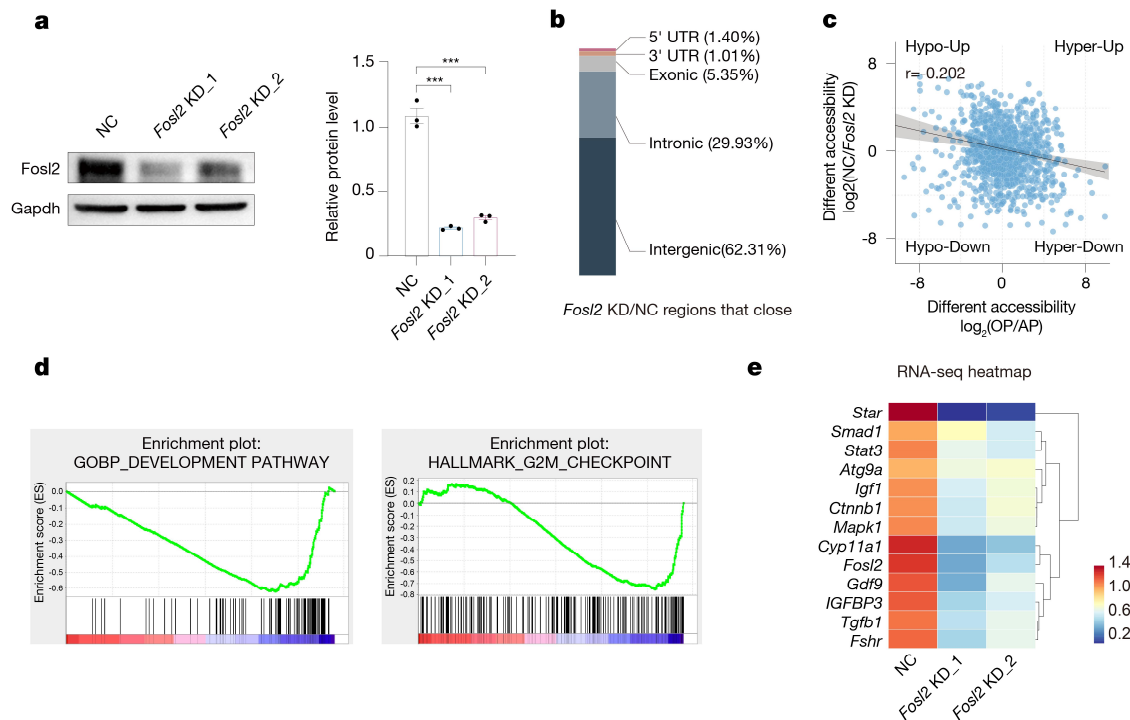

**Supplementary Fig.5 | Fosl2 binds to GAAs to accelerate the transcription of GDGs. a,** Immunoblotting analysis and quantification of Fosl2 after Fosl2 knockdown. Gapdh served as the loading control. Error bars indicate the mean  $\pm$  S.E.M. ( $n = 3$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. \*\*\* $p < 0.001$ . Source data are provided as a Source Data file. **b,** Annotations of the genomic distribution of the peaks that close after Fosl2 silencing identified using ATAC-seq. **c,** Spearman's correlation of differential accessibility peaks between follicular maturation phases and accessibility regions that changed after Fosl2 knockdown ( $r = -0.202$ ,  $p = 3.8 \times 10^{-6}$ ). The  $p$  value was generated from a two-sided test. **d,** GSEA showing the enrichment of developmental pathway and G2M checkpoint pathway following Fosl2 suppression. **e,** Heatmap displaying transcriptome change in expression of representative GDGs after Fosl2 knockdown.

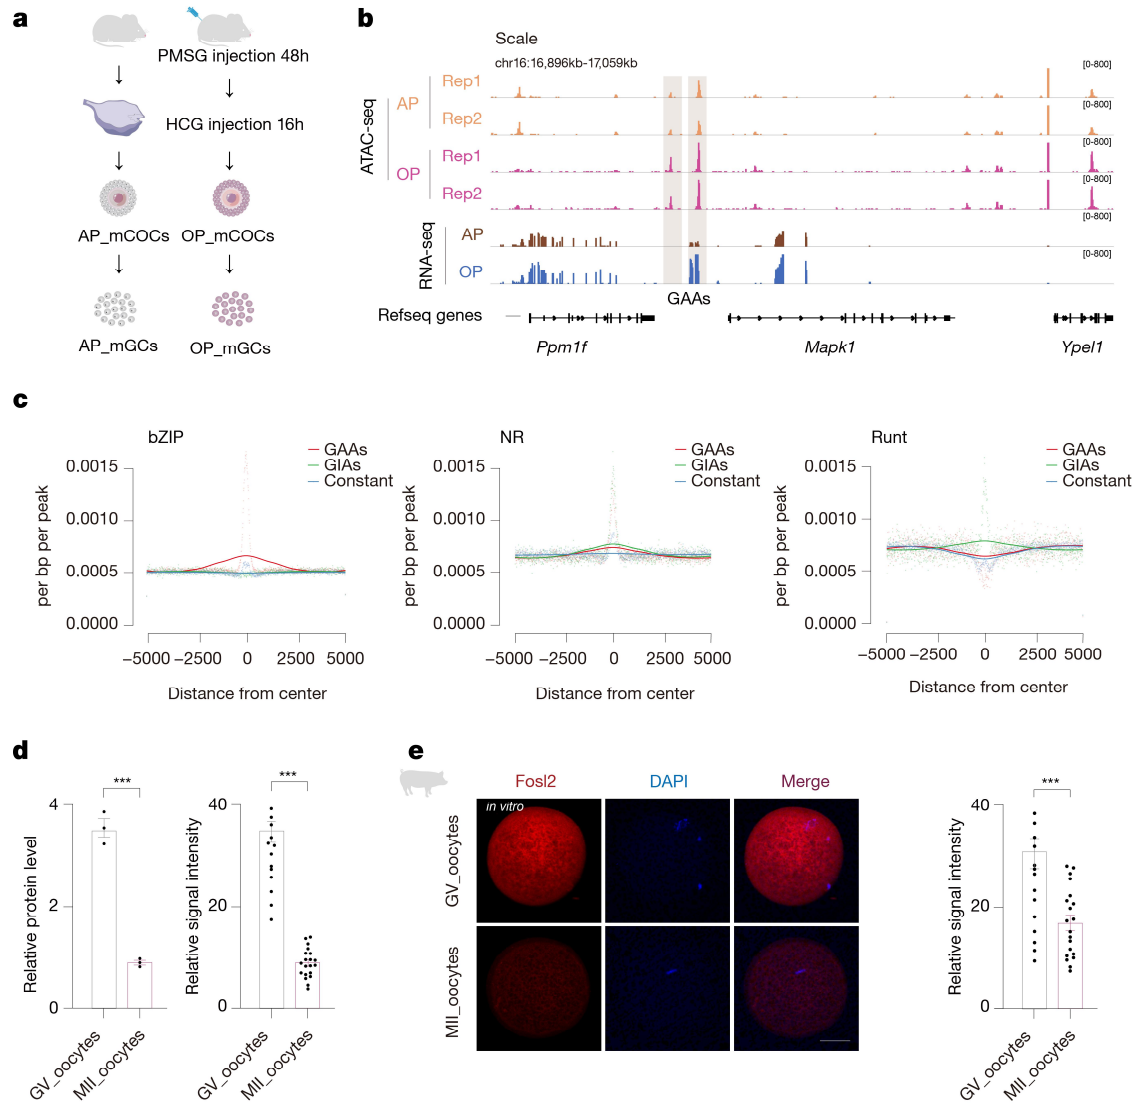

**Supplementary Fig.6 | Fosl2-governed regulatory axis is conserved in mice.** **a**, Schematic showing the acquisition of mGCs and oocytes under different maturation phases. PMSG, Pregnant Mare Serum Gonadotropin; HCG, human chorionic gonadotropin; mCOCs, murine cumulus-oocyte complexes. **b**, IGV snapshot displaying the ATAC-seq and RNA-seq signals during different maturation phases in mGCs at the representative gene *Mapk1* and *Ppm1f* loci. Vertical grey boxes indicate the potential GAAs predicted with ATAC-seq. **c**, Position-weight matrices displaying the observed accessibility densities of GAAs, GIAs, and constant regions in motif families defined in mGCs. **d**, Immunoblotting (left) and immunofluorescence (right) quantification of Fosl2 expression in murine oocytes at the GV and MII stages. Error bars indicate the mean  $\pm$ S.E.M. ( $n = 3$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. \*\*\* $p < 0.001$ . Source data are provided as a Source Data file. **e**, Immunofluorescence staining and quantification of Fosl2 expression in porcine oocytes at the GV and MII stages. The position of the nucleolus is indicated

by DAPI staining. Results shown are representative of  $n = 3$  biologically independent experiments with similar results. Scale bar, 25  $\mu\text{m}$ . Error bars indicate the mean  $\pm$ S.E.M. ( $n = 3$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. \*\*\*  $p < 0.001$ .

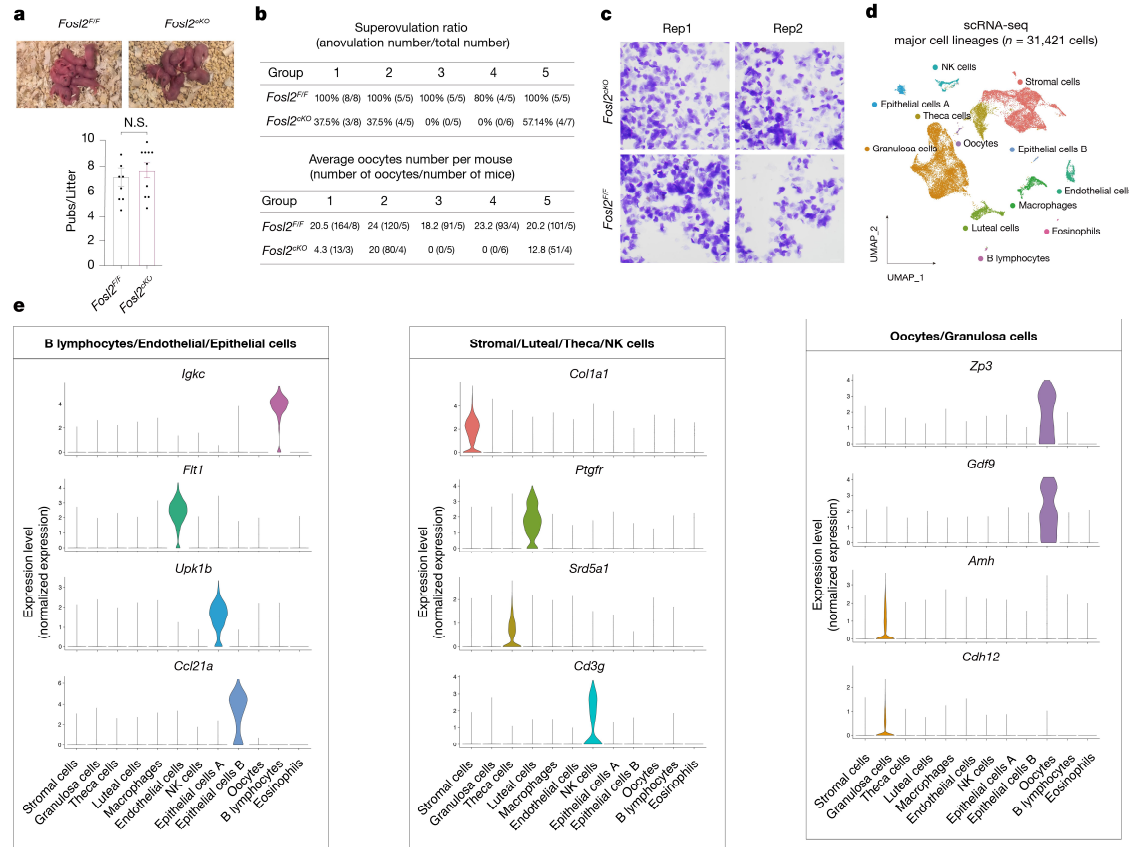

**Supplementary Fig.7 | scRNA-seq of the mouse ovary after deletion *Fos12* in mGCs. a**, Pups per litter and quantification of 2-month-old *Fos12<sup>F/F</sup>* and *Fos12<sup>CKO</sup>* female mice after mating with 2-month-old males. Error bars indicate the mean  $\pm$ S.E.M. (*Fos12<sup>F/F</sup>*,  $n = 8$  biological replicates, *Fos12<sup>CKO</sup>*,  $n = 10$  biological replicates). The  $p$  value was generated from a two-sided Student's  $t$ -test. N.S., not significant. Source data are provided as a Source Data file. **b**, Tables showing the superovulation ratio and average oocytes number in five different groups of *Fos12<sup>F/F</sup>* and *Fos12<sup>CKO</sup>* mice after superovulation. **c**, Vaginal cytology smear analyses showing the characteristic estrus-phase morphological features in *Fos12<sup>F/F</sup>* and *Fos12<sup>CKO</sup>* mice that are subjected to scRNA-seq. Results shown are representative of  $n = 3$  biologically independent experiments with similar results. Scale bar, 50  $\mu\text{m}$ . **d**, UMAP plot featuring different cell clusters of ovaries in 2-month-old female mice. Clustering analysis revealing twelve distinct ovarian cell populations. **e**, Violin plots of specific marker genes for each ovarian cell clusters.

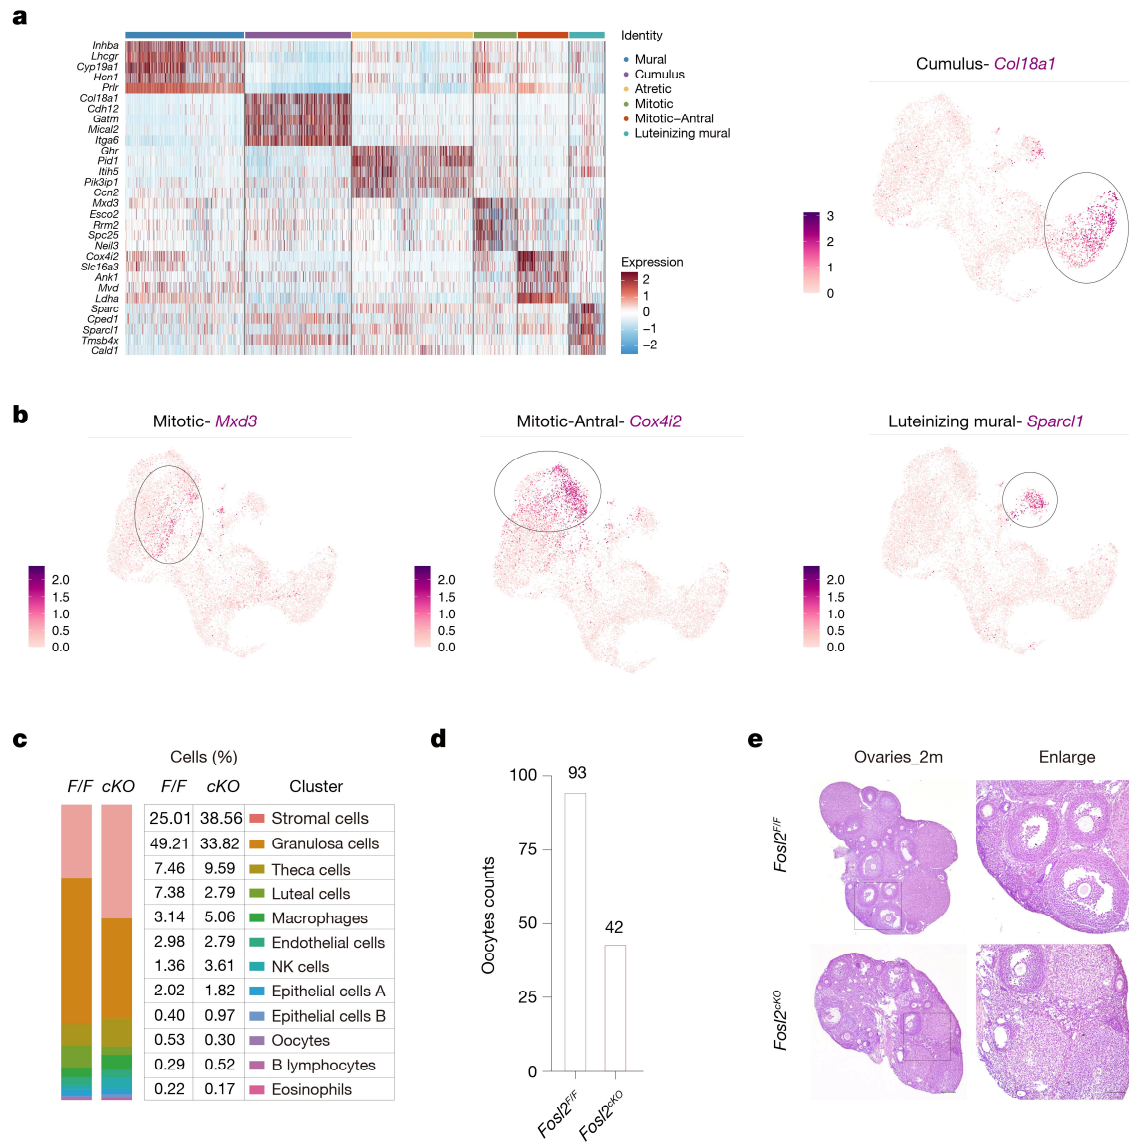

**Supplementary Fig.8 | GC subclusters change after *Fosl2* silencing.** **a**, Heatmap of the top five markers of each GC subcluster by fold change. **b**, Gene marker identity of GC subclusters by UMAP plots. **c**, Numbers and percentages of major cell clusters in *Fosl2*<sup>F/F</sup> and *Fosl2*<sup>cKO</sup> mice. **d**, Box plots showing the average oocyte counts in *Fosl2*<sup>F/F</sup> and *Fosl2*<sup>cKO</sup> female mice. **e**, Histological images of ovaries of 2-month-old *Fosl2*<sup>F/F</sup> and *Fosl2*<sup>cKO</sup> female mice. The enlarged views showing higher magnification of CL. Results shown are representative of n = 3 biologically independent experiments with similar results. Scale bar, left, 250  $\mu$ m; right, 100  $\mu$ m.

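The shares of the major cell classes in each library, as percent of the cells kept, were as follows. Stromal-like cells took 11.5% and 15.1% in the Fosl2F/F libraries and 16.7% and 19.1% in the libraries labelled Fosl2cKO (log2 ratio 0.43). Luteal-like cells took 2.25% and 6.35% against 4.90% and 4.13%, but the genes leading their clusters differed between the conditions, so no change in their number is read from this. Theca-like cells took 3.72% and 4.37% against 2.35% and 6.04%. NK or T-like cells had the largest log2 ratio of the named classes (1.00), at 2.26% and 1.26% against 4.36% and 2.65%. Macrophage-like cells took 2.65% and 3.03% against 4.81% and 3.01%, and endothelial-like cells 1.66% and 3.17% against 2.71% and 2.71%. None of these differences passed edgeR's threshold (adjusted p from 0.950 to 0.999). Shares of 1 library sum to 100%, so a high share of GC-like cells, as in the 1st Fosl2F/F library, lowers the share of every other class.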

# Supplementary material for: Fosl2 facilitates chromatin accessibility to determine developmental events during follicular maturation
**Source:** Nat Commun. 2025 Oct 8;16:8955. doi: 10.1038/s41467-025-64009-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary File

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Primers used in experiments.

**Supplementary Data 2:** Differentially expressed genes in pCGs during follicular maturation.

**Supplementary Data 3:** List of GC-involved developmental genes (GDGs).

**Supplementary Data 4:** Summary of the sequencing data.

**Supplementary Data 5:** The locations and descriptions of GAA regions.

**Supplementary Data 6:** scRNA-seq makers in each ovary cluster.

**Supplementary Data 7:** scRNA-seq markers in each GC subcluster

# Supplementary material for: Fosl2 facilitates chromatin accessibility to determine developmental events during follicular maturation
**Source:** Nat Commun. 2025 Oct 8;16:8955. doi: 10.1038/s41467-025-64009-6
**Supplement:** Supplementary file 10 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ENCODE blacklist regions filtered out potential artifacts.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | <p>For bulk RNA-seq data processing, quality control was performed using FastQC, reads were aligned to mm10 or Sscrofa11.1 genomes using STAR (v2.7.3), and gene expression was quantified with HTseq-count. RUVseq (v1.34.0) was used to remove unwanted variation, and PCA was performed to assess data structure. Gene set enrichment analysis was conducted using fgse and visualized with clusterProfiler, using gene sets from MSigDB (<a href="https://www.gsea-msigdb.org/gsea/msigdb">https://www.gsea-msigdb.org/gsea/msigdb</a>).</p> <p>For ATAC-seq and CUT&amp;Tag data processing, MACS2 called peaks with <math>q &lt; 0.05</math>. Data quality metrics were calculated using deepTools (v3.5.1), and ChIPseeker (v1.44.0) annotated peak genomic features. Enriched motifs were identified using HOMER's findMotifsGenome.pl. Signal tracks were visualized in IGV (v2.14.1), and functional enrichment of genes near stage-specific distal peaks was analyzed using GREAT. Hierarchical clustering was performed using R's hclust() function.</p> <p>For scRNA-seq data processing, raw sequencing data were processed using CellRanger (v3.1.0) against the GRCm38 mouse genome. Uniquely mapped reads were used for UMI counting and gene expression quantification. CellBender removed ambient RNA molecules, and cleaned matrices were analyzed with Seurat (v5.0.2). DoubletFinder identified and removed potential doublets. Data integration was performed using SCTransform with mitochondrial gene regression. Clustree package (v0.5.0) visualized hierarchical cluster relationships. Gene lists were analyzed in IPA_01.12 software.</p> <p>No custom algorithm or software were generated in this study.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw sequencing and processed data were deposited in the Gene Expression Omnibus (GEO) database, accessible using GSE267974. GEO accession codes for study data are RNA-seq, GSE267849; ATAC-seq, GSE267850; CUT&Tag, GSE267851; and scRNA-seq, GSE281100.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size No statistical method was used to pre-determine the sample size. The sample sizes used in this study are indicated in the corresponding legends.

Data exclusions Using the ENCODE blacklist regions for the mm10 genomic data allows for effective filtering out of potential technical artifacts.

Replication Biological replicates of each experiments were described in the corresponding figure legends.

Randomization No randomization was needed for data collection. Some presentation examples were randomly selected.

Blinding The sequencing data in this study were processed and analyzed with computer programs. The investigators were not blinded during data collection and analysis. No blinding was required in this study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Fosl2, CST, 19967, 1:500;  
 Fshr, Proteintech, 22665, 1:500;  
 Mapk1, Proteintech, 51068-1-AP, 1:500;  
 Fto, Proteintech, 27226-1-AP, 1:500;  
 Inhba, Bioss, bs-1774R, 1:500;  
 Ghr, Bioss, bs-0654R, 1:500;  
 Gapdh, Proteintech, 10494-1-AP, 1:1000;  
 $\beta$ -actin, Proteintech, 20536-1-AP, 1:1000;  
 H3K4me3, Abcam, ab8580, 1:200;  
 H3K27ac, Abcam, ab4729, 1:200;  
 IgG, Proteintech, 30000-0-AP, 1:500.

## Validation

The validation information can be found in the merchandise websites. Each antibody was titrated before use and the dilution ratio is shown below:

Fosl2 (CST, 19967) cited by 29 (<https://www.cellsignal.cn/products/primary-antibodies/fra2-d2f1e-rabbit-mab/19967>)  
 Fshr (Proteintech, 22665) cited by 3 (<https://www.ptgcn.com/products/FSHR-Antibody-CL594-22665.htm#publications>)  
 Mapk1 (Proteintech, 51068-1-AP) cited by 42 (<http://ptgcn.com/Products/ERK2-Antibody-51068-1-AP.htm#publications>)  
 Fto (Proteintech, 27226-1-AP) cited by 179 (<http://ptglab.co.jp/Products/FTO-Antibody-27226-1-AP.htm#publications>)  
 Inhba (Bioss, bs-1774R) cited by 2 (<http://www.bioss.com.cn/products/bs-1774R>)  
 Ghr (Bioss, bs-0654R) cited by 15 (<http://www.bioss.com.cn/products/bs-0654R>)  
 Gapdh (Proteintech, 10494-1-AP) cited by 7678 (<http://ptgcn.com/Products/GAPDH-Antibody-10494-1-AP.htm#publications>)  
 $\beta$ -actin (Proteintech, 20536-1-AP) cited by 4230 (<https://www.ptglab.co.jp/products/ACTB-Antibody-20536-1-AP.htm#publications>)  
 H3K4me3 (Abcam, ab8580) cited by 2132 (<https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-tri-methyl-k4-antibody-chip-grade-ab8580.html>)  
 H3K27ac (Abcam, ab4729) cited by 2188 (<https://www.abcam.cn/products/primary-antibodies/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html>)  
 IgG (Proteintech, 30000-0-AP) cited by 525 (<https://www.ptgcn.com/products/IgG-control-Antibody-30000-0-AP.htm#publications>)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Porcine GCs (pGCs) and oocytes were isolated from fresh porcine COCs (pCOCs) obtained from slaughterhouse ovaries, and murine GCs (mGCs) and oocytes were isolated from fresh mCOCs obtained from the ovaries of 8-week-old female mice.

## Authentication

Cell line were authenticated by morphology and genotyping.

## Mycoplasma contamination

All cell lines were tested by mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

None of the cell lines had commonly misidentified lines.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Cyp19a1-Cre mice on a C57BL/6J genetic background (Nanjing, China). Floxed Fosl2 mice, Fosl2Flox/Flox (Fosl2F/F), were purchased from GemPharmatech Corporation (Jiangsu, China). Cyp19a1-Cre males were initially mated with Fosl2F/F females to generate males heterozygous for the Fosl2 floxed allele Cyp19a1-Cre; Fosl2+/Flox. Subsequently, these males were bred with Fosl2F/F females to produce female offspring with the Cyp19a1-Cre; Fosl2Flox/Flox (Fosl2cKO) genotype, and designated as Fosl2 conditional knockout mice.

## Wild animals

Wild-type C57BL/6J mice were purchased from GemPharmatech Corporation (Jiangsu, China).

|                         |                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | All mice involved in this experiment were female, except for the breeding males.                                                                                                                                                                     |
| Field-collected samples | No field-collected samples were involved in this study.                                                                                                                                                                                              |
| Ethics oversight        | This study was meticulously conducted in strict compliance with the ethical protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Central People's Hospital of Zhanjiang, as authorized under Permission No. ZJDY2023-08. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                               |
|-----------------------|-----------------------------------------------|
| Seed stocks           | No plant samples were involved in this study. |
| Novel plant genotypes | No plant samples were involved in this study. |
| Authentication        | No plant samples were involved in this study. |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GEO accession codes for CUT&Tag is GSE267851.                                                                                                                                                                                                                                                                                                                                                                                              |
| Files in database submission                                       | Processed uniquely mapped high quality reads in BW files were uploaded to GEO for downloading and downstream analysis.<br>GSM8279849 Cuttag_Sus_GCs_AP_IgG<br>GSM8279850 Cuttag_Sus_GCs_AP_Fosl2<br>GSM8279851 Cuttag_Sus_GCs_OP_IgG<br>GSM8279852 Cuttag_Sus_GCs_OP_Fosl2<br>GSM8279853 Cuttag_Sus_GCs_AP_H3K4me3<br>GSM8279854 Cuttag_Sus_GCs_AP_H3K27ac<br>GSM8279855 Cuttag_Sus_GCs_OP_H3K4me3<br>GSM8279856 Cuttag_Sus_GCs_OP_H3K27ac |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | All processed data can be visualized via the Integrative Genomics Viewer (IGV) web browser ( <a href="https://igv.org/">https://igv.org/</a> ).                                                                                                                                                                                                                                                                                            |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | CUT&Tag in this study were performed with two biological replicates.                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Sequencing depth        | The selected DNA fragments were subjected to paired-end sequencing on the Novaseq 6000 platform to a depth of at least 2.5×10 <sup>7</sup> reads.                                                                                                                                                                                                                                                                                                                                                             |
| Antibodies              | H3K4me3, Abcam, ab8580;<br>H3K27ac, Abcam, ab4729;<br>Fosl2, CST, 19967;<br>IgG, Proteintech, 30000-O-AP.                                                                                                                                                                                                                                                                                                                                                                                                     |
| Peak calling parameters | The bam file generated by the unique mapped reads was used as an input file, using MACS2 software for callpeak with cutoff q value < 0.05                                                                                                                                                                                                                                                                                                                                                                     |
| Data quality            | Data quality metrics for FRiP, NRF were calculated using deepTools (v3.5.1) and are detailed in Supplementary information.                                                                                                                                                                                                                                                                                                                                                                                    |
| Software                | ENCODE blacklist regions filtered out potential artifacts, and MACS2 called peaks with q < 0.05. Data quality metrics were calculated using deepTools (v3.5.1), and ChIPseeker (v1.44.0) annotated peak genomic features. Enriched motifs were identified using HOMER's findMotifsGenome.pl. Signal tracks were visualized in IGV (v2.14.1), and functional enrichment of genes near stage-specific distal peaks was analyzed using GREAT. Hierarchical clustering was performed using R's hclust() function. |

How the deposited data were processed for this re-analysis (not part of the article)

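Ovaries of 8-week-old female mice were profiled by single-cell RNA sequencing in 4 libraries, 2 from Fosl2F/F mice and 2 from Fosl2cKO mice. Supplementary Fig. 7c shows vaginal smears in estrus for the mice used. The authors aligned the reads with CellRanger to GRCm38 and deposited, for each library, UMI counts per gene and barcode, as whole numbers without normalization. The methods state that uniquely mapped reads were kept and that CellBender was run on the raw matrices. The header of the matrices names another version of CellRanger than the methods, no barcode holds fewer than 500 UMIs, and it is not stated whether the CellBender correction is in the deposited counts. The cell filters, the removal of doublets and the integration described in the methods had not been applied to them. All 4 libraries were used, and 0 columns were left out. The files name 32285 genes by Ensembl identifier and symbol, of which 32158 (99.6%) had a transcript in the annotation used here (GENCODE M21 on GRCm38, the build of the paper), which served for coordinates and for GC content.

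Cells with at least 500 genes, over 1000 UMIs, under 10% mitochondrial and under 0.1% hemoglobin UMIs were kept, as the methods state. DoubletFinder was not used here. Scrublet (in scanpy 1.11.5) scored the cells of each library, and the cells with the highest scores were removed at 0.8% of the cells per 1000 cells of the library. This removed 614 and 4723 cells in the Fosl2F/F libraries and 412 and 450 in the libraries labelled Fosl2cKO, where Scrublet's own threshold would have removed 326, 3333, 183 and 210. The cells kept held 104303269 to 111314200 UMIs per library, with medians of 3769, 1932, 4099 and 4148 genes per cell in the same order. Each library was normalized with SCTransform (sctransform 0.4.2) with the mitochondrial share regressed out. The libraries were integrated with Seurat 5.3.0 (anchors by reciprocal PCA on 3000 features and 30 dimensions), and clustered by the Louvain method at a resolution of 0.8 for all cells and 0.5 for GC-like cells.

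Clusters were named from marker lists taken from the part of Supplementary Data 6 and 7 that could be read here (stromal cells and mural GCs), from the gene labels of Supplementary Fig. 7e and 8a, b, and from general knowledge of the ovary. A cluster was named for the class with the highest score if that score was at least 0.2, led the next class by 0.1 and rested on at least 3 markers above 0.25 of their highest level over the clusters, and if its leading genes and depth did not go against the name. For GC subclasses only those with a marker among the 10 leading genes were scored. The lists, the comparisons and the alternatives were fixed before the data were examined, and the limits of this naming rule were set afterwards.

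UMIs were summed over the cells of a class in each library, where every library had at least 20 cells of the class. Genes were kept by filterByExpr, libraries were scaled by TMM, and conditions were compared with the quasi-likelihood test of edgeR 4.0.16 with Benjamini-Hochberg adjustment. A gene passed at an adjusted p under 0.1 and a log2 fold change over 0.25 in size, as in the study's pathway analysis. The study names a Wilcoxon test for its lists of cluster markers, and libraries were the units of every test between conditions here. Cell numbers per class were tested with edgeR on the total of the parent population, without TMM, at an adjusted p under 0.05, and with an exact permutation test of the 4 shares. Gene lists were tested with camera and fry of limma 3.58.1 on voom values at an adjusted p under 0.05. The 5 lists held 87 genes of oxidative phosphorylation, 53 of inflammation and NF-kB, 52 of G2/M, 71 of the SASP and 50 of GC differentiation and ovulation. Differences between classes in the effect of the condition were tested as interaction terms on the within-library differences.

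Named genes are those the paper names or labels as markers, AP-1 members and targets, and, for each class tested, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 20 CPM and no overlap between the conditions. Genes named beyond this rule (Plb1 in some classes, Gm36840, Spp1, Kcnmb2 and the genes beside Fosl2) were chosen after their values had been seen. One marker gene is not reported here. The alternatives were to keep doublets, to require over 2000 UMIs or under 5% mitochondrial UMIs, to skip the integration, to use coarser or finer clusters, to leave out each library, to take the replicate number as a block, to use TMM over classes, DESeq2 1.42.0, no gene filter, an adjusted p under 0.05 without a minimum fold, and fry. Removing the trend of each library with GC content was added after the data had been seen.

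The test for genes was tried on simulated data with 200 genes changed by a factor of 2 in each comparison. The edgeR test found 75.5% of them in the simulation of GC-like cells (17372 genes), 76.0% for mural-like (12834), 74.5% for atretic-like (13088) and 70.5% for stromal-like cells (14170), and DESeq2 found 67.5%, 57.0%, 52.0% and 56.0%. The simulated spread between libraries was a dispersion of 0.02, set for every gene and not estimated from the data. In the simulation edgeR also called 11 to 19 unchanged genes per comparison, and DESeq2 called 1 to 16. In the deposited data DESeq2 called more genes than edgeR (88 against 1 in mural-like cells), the reverse of the simulation. The shares found are therefore not the power of the tests on the deposited data. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Intervals on ratios of UMIs cover counting error only.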

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

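The tests of transcription running on from Fosl2, of loss of the Fosl2 protein, of a shift of the whole library, of swapped labels, of loss of Fosl2 in granulosa cells, of dissociation stress, of free RNA from luteal cells and oocytes, of free RNA from stromal cells and of a change in oxidative phosphorylation genes shared by all classes were chosen only after the result was seen.

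Plb1, for which the paper reports no comparison of conditions in its text or the supplements read here, stood far above the Fosl2F/F libraries in both libraries labelled Fosl2cKO. Its mean there was 355 CPM in GC-like cells, 1234 CPM in mural-like cells and 2768 CPM in luteal-like cells, which arise in part from GCs, against 0.0769, 0.0295 and 0.629 CPM in the Fosl2F/F libraries. The Fosl2F/F libraries held at most 7 Plb1 UMIs in GC-like cells, so the ratio is known only to within its counting interval (2337 to 9702). Of the explanations tested, 2 are argued against. A shift of the whole library would raise Plb1 alike in every class, and the ratio was 55.5 in stromal-like cells (18.8 to 271) against 4436 in GC-like cells. A change of the whole region around Fosl2 would move Babam2 as well, whose log2 fold change was -0.13 in GC-like cells. Within the tests run, 3 explanations stay open. Transcription running on from the recombined Fosl2 allele may reach Plb1, which leads the ranking in each granulosa class tested. Plb1 is the next protein-coding gene on the same strand, 74866 bases downstream. This distance does not test the explanation, since Plb1 was chosen after its values were seen. The Fosl2 UMIs do not decide it either, since the counts do not separate exons. Loss of the Fosl2 protein, with Plb1 a gene that it holds down, would also give the pattern. It cannot be told apart from running-on transcription here, because recombination removes the protein and changes the locus in the same cells. Plb1 is the 1 gene past the threshold in GC-like cells under edgeR (175 under DESeq2). Without either Fosl2F/F library the edgeR call in GC-like cells was lost (adjusted p = 0.602 and 0.175), and the log2 fold change stayed above 11. Reads that join exon 1 of Fosl2 to exons of Plb1 would separate these 2, and were not analysed here. Swapped labels cannot be told apart either if both pairs were exchanged, since the level tested (at least 247 CPM in GC-like cells of the libraries labelled Fosl2cKO) is the pattern itself.

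Cyp19a1-Cre is not known to act in stromal cells. The paper gives their share by condition (Supplementary Fig. 8c), but its text reports no comparison of their gene expression between conditions. Here stromal-like cells gave 31 genes past the threshold of 14157 tested, 23 higher and 8 lower in the libraries labelled Fosl2cKO. DESeq2 called 44, of which 30 were shared, and 605 genes had an unadjusted p under 0.05. With the replicate block edgeR called 1 gene, and with under 5% mitochondrial UMIs it called 10. It called 6 with the GC content trend removed, a fit added after the data had been seen. More genes passed with doublets kept (46), finer clusters (48) and no gene filter (219). The edgeR count rests on the Fosl2F/F libraries and was 0 without the 1st (366 at an unadjusted p under 0.05), 2 without the 2nd, and 183 and 256 without the 1st or the 2nd library labelled Fosl2cKO. Plb1 passed here too (log2 fold change 5.67, adjusted p = 0.00145, edgeR), at 7.92 and 17.7 CPM. Among genes past the threshold with a mean of at least 20 CPM and no overlap between the conditions, the largest rises were Taf10 (log2 fold change 2.74, adjusted p = 0.0882, edgeR), Scand1 (2.35), Cebpd (2.24), Socs1 (2.23) and Dbp (1.91), and the falls were Lhcgr (-2.15), Cyp11a1 (-1.92), Uchl1 (-1.87) and Nap1l5 (-1.68). Of the 27 genes listed from the paper, 2 passed, and 8 did when adjusted over the list alone. That more genes passed here than in the granulosa classes does not show a difference between them, since an interaction test of GC-like against stromal-like cells called 0 of 17531 genes (edgeR; 558 at an unadjusted p under 0.05; DESeq2 was not run on it).

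Part of the stromal-like pattern belongs to the 2nd library labelled Fosl2cKO. Taf10 had 68.5 CPM there against 5.50 to 10.0 in the other libraries, and 30 of 9632 genes, Jund among them, were over 2-fold up in all 8 classes examined in that library, against 2 to 7 in the others. GC content of the transcripts was tested first, because these 30 genes had a median GC content of 55.4% against 49.2% in lists matched on expression. As the whole cause it is argued against, since the deviations of that library fell with GC content in all 8 classes (highest Spearman rho -0.060 across genes). Stress response during dissociation is argued against by 0 of 10 such genes being over 2-fold up in all classes. Loss of Fosl2 in granulosa cells would raise Jund more in GC-like than in stromal-like cells, and the difference of its log2 fold changes was -0.20 (standard error 0.22). A difference in how this library was made, or in the animal, was not tested and stays open.

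Genes of luteal cells and oocytes fell in stromal-like cells of the libraries labelled Fosl2cKO, Akr1c18 for example by a log2 fold change of -4.19 (adjusted p = 0.00675, edgeR). Free RNA from luteal cells and oocytes may contribute, since Akr1c18, Lhcgr, Cyp11a1, Zp3 and Padi6 had a lower mean in endothelial-like and macrophage-like cells too, in 10 of 10 pairs of gene and class, 8 of them with both libraries labelled Fosl2cKO below both Fosl2F/F libraries. Cyp11a1, for example, had a mean of 145 against 50.5 CPM in endothelial-like cells. Luteal-like cells themselves had less Akr1c18 (2637 and 498 against 10.6 and 0.303 CPM), which would also lower its free RNA, whereas Lhcgr overlapped between the conditions there (143 and 1788 against 492 and 2130 CPM).

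For Spp1 and Kcnmb2 the effect of the condition differed between atretic-like and stromal-like cells, in an interaction test that called 2 of 14829 genes (edgeR; 424 at an unadjusted p under 0.05; DESeq2 was not run on it). For Spp1 the difference of log2 fold changes was 5.25 (standard error 0.86, adjusted p = 0.0734, edgeR). Its level in stromal-like cells was 329 CPM in the 1st Fosl2F/F library against 2.55, 11.5 and 6.59 in the others. Only 89 of the 941 stromal-like cells of that library held any of its 1822 Spp1 UMIs, so this was no level shared by all of them. A few cells of another kind may explain it, since the 9 cells with the most held 72.3% of these UMIs (the highest 14 of 1350 in the 2nd library labelled Fosl2cKO held 72.3% too, but of 65 UMIs), and macrophage-like cells of that library had 4972 CPM. A few stromal cells with high Spp1 were not tested as the source. For Kcnmb2 the difference was -4.11 (standard error 0.69, adjusted p = 0.0734, edgeR), and it rests on 75 and 9 UMIs in atretic-like cells of the Fosl2F/F libraries and 3 and 2 UMIs in the libraries labelled Fosl2cKO. Free RNA from stromal cells in atretic-like cells is argued against, since the 14 stromal markers stood there at a median of 0.0096 of their level in stromal-like cells in the 1st Fosl2F/F library (highest 0.117) and 0.022 in the 2nd (highest 0.091), and Kcnmb2 at 0.31 and 0.084. What remains for Kcnmb2 is a change in the atretic-like cells or in the mix of cells under that name, and neither was tested.

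Gene sets also changed differently in granulosa classes and in stromal-like cells, by camera on the within-library differences. The median difference for oxidative phosphorylation was 0.072 in mural-like, 0.11 in atretic-like and 0.15 in GC-like cells, each a smaller fall than in stromal-like cells. For G2/M it was 0.14, 0.37 and 0.38 in the same order. The value for all GC-like cells may reflect their mix, since mitotic-like cells took a larger share in both libraries labelled Fosl2cKO. Inflammation and NF-kB genes differed by -0.35 in mural-like and 0.30 in atretic-like cells. In atretic-like cells, SASP genes differed by 0.014 and genes of GC differentiation and ovulation by 0.20. The camera adjusted p of these differences ran from 1.52e-11 to 0.0217 for these 10 of the 15 tested, and the other 5 did not pass (0.0521 to 0.705). The camera test assumes a preset correlation, fry was not run on these differences, and no set passed under fry within a class. Free RNA from granulosa cells in stromal-like cells would make granulosa markers in stromal-like cells lowest in the 2nd library labelled Fosl2cKO, as G2/M genes are there (mean log2 deviation -0.39). It is argued against for G2/M, since the 15 markers had a mean log2 deviation of -0.35 in that library and -0.47 in the 1st, where G2/M genes stood at 0.12. For the other sets it stays open, since the markers stood at 0.67 and 0.14 in the Fosl2F/F libraries, above both libraries labelled Fosl2cKO. For oxidative phosphorylation, a difference between libraries that every cell class shares may explain the lower level itself, since the median was -0.42 in stromal-like cells against -0.26 in GC-like cells. A loss of Fosl2 acting on these genes on top of it stays open, as do cell states that differ between libraries.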

How the results depend on the processing

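The fit with the trend of GC content removed, and no other test here, was chosen only after the result was seen. Leaving libraries out aside, results that answer a comparison kept their direction and their side of the threshold in 214 values, newly passed it in 19, no longer passed it in 16, moved beyond the replicate spread in 6 and turned in 2. For single named genes these numbers were 286, 10 and 27, and 7 turned. Shares of cells passed the threshold under none of the 8 alternatives tried for them, and kept their direction, with log2 ratios of -0.79 to -0.39 for GC-like, -1.01 to -0.57 for mural-like, 0.03 to 0.49 for atretic-like, -0.75 to -0.02 for cumulus-like and -0.61 to -0.20 for oocyte-like cells. Plb1 passed in GC-like, mural-like and atretic-like cells under all of the 11 alternatives tried for genes.

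Cells kept in Fosl2cKO replicates 1 and 2 became 6471 and 6755 with over 2000 UMIs, 5954 and 6164 with under 5% mitochondrial UMIs and 7172 and 7503 with doublets kept, by construction. The number of genes past the threshold in GC-like, mural-like and atretic-like cells was 175, 88 and 48 with DESeq2 and 271, 355 and 295 with no filter. Mural-like cells gave 2 genes with under 5% mitochondrial UMIs, with coarser and with finer clusters, and atretic-like cells 2 with coarser clusters. In stromal-like cells the number was 10 with under 5% mitochondrial UMIs, 48 with finer clusters, 219 with no filter, 10 at an adjusted p of 0.05 with no fold minimum, which is stricter by construction, and 6 with the GC content trend removed. Otherwise the cause was not tested.

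Among single genes, Fosb (0.011) and Jun (0.025) in GC-like cells turned sign with the GC content trend removed. Fosl2 in atretic-like cells, -0.00 as reported, turned to 0.0064 with doublets kept, 0.015 with over 2000 UMIs, 0.045 with no integration, 0.017 with no filter and 0.011 with the GC content trend removed. All of these lie near 0, and the cause was not tested.

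Among gene sets, G2/M in atretic-like cells turned to -0.18 with no integration and did not pass with coarser clusters (0.14), and in mural-like cells it passed with doublets kept (0.22), no integration (0.27), coarser (0.18) and finer clusters (0.30). Inflammation and NF-kB genes in GC-like cells had 0.038 with doublets kept, where camera's direction turned. SASP genes in atretic-like cells passed with no integration (0.30). Genes of GC differentiation and ovulation in GC-like cells did not pass with doublets kept (-0.18) or no filter (-0.19). The cause was not tested. Under fry, which estimates the correlation between genes, no set passed. The medians are the same under both tests, so only the test differs, at -0.29, -0.25 and -0.26 for oxidative phosphorylation in mural-like, atretic-like and GC-like cells, 0.54 for inflammation and NF-kB in atretic-like, 0.16 and 0.17 for G2/M in atretic-like and GC-like, and -0.26 and -0.17 for GC differentiation in mural-like and GC-like cells.

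The replicate numbers were shared by the labels only. Same-numbered libraries deviated from their condition's mean with correlations of -0.16, -0.09, -0.18 and -0.08 across genes in GC-like, mural-like, atretic-like and stromal-like cells. With the replicate block, 31, 10, 1 and 1 genes passed in these classes, G2/M in atretic-like cells had 0.15 and did not pass, and the log2 ratios of shares were -0.39 for GC-like, -0.59 for mural-like, 0.45 for atretic-like, -0.02 for cumulus-like and -0.35 for oocyte-like cells.

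With 1 library left out, the lone library of a condition is assumed to vary like the pair of the other. Results that answer a comparison kept direction and side in 56 values, newly passed in 19, no longer passed in 11 and turned in 14, and named genes did so in 77, 4, 25 and 14. The lowest and highest values were -0.029 and 1.01 for the log2 ratio of the atretic-like share and -0.90 and 0.89 for the cumulus-like share. Genes past the threshold numbered 0 to 142 in GC-like, 0 to 199 in mural-like, 1 to 20 in atretic-like and 0 to 256 in stromal-like cells. Genes whose log2 fold change turned were, in GC-like cells, Fosb (-0.27 to 0.19), Jun (-0.19 to 0.12), Junb (-0.45 to 0.10), Fshr (-1.65 to 0.72) and Star (-1.59 to 0.34), Ghr in atretic-like cells (-1.06 to 0.59), and Fosl2 in mural-like (-0.68 to 0.27), atretic-like (-0.44 to 0.33) and stromal-like cells (-0.54 to 0.63). Medians of gene sets ran from -0.51 to 0.39 (inflammation and NF-kB), -0.27 to 0.36 (G2/M), -0.34 to -0.056 (SASP) and -0.32 to -0.066 (GC differentiation) in mural-like cells. In atretic-like cells they ran from 0.054 to 0.82, 0.0027 to 0.29, -0.16 to 0.34 and 0.057 to 0.095, and in GC-like cells from -0.19 to 0.34 for inflammation, -0.28 to 0.10 for SASP and -0.15 to -0.040 for GC differentiation. The cause was not tested.

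Depth limits the comparison of classes. The 2nd Fosl2F/F library had a median of 3655 UMIs per cell and lost 19.9% of the cells examined when cells were thinned to 2000 UMIs. Oocyte-like cells numbered 17 to 66 per library.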

Differences from the paper's values

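No test here was chosen after the result was seen, and the alternatives named are those set before the data were examined (doublets kept, over 2000 UMIs, under 5% mitochondrial UMIs, no integration, coarser clusters, finer clusters, and each library left out). The paper's values in this part were read by eye from its figures, apart from the numbers of GC subclusters and of cell populations. Of 40 values compared, 12 differed, which means by a ratio over 1.5 and, except for all GCs and for mural, atretic and cumulus GCs, by more than the SD over libraries where there was one. The names of the classes were rebuilt here and the populations behind each share are not the same, so no direction is drawn. In the study the GC subclasses are shares of about 8600 GCs in Fosl2F/F and about 4700 in Fosl2cKO mice (Fig. 7g, read by eye), and here of 11200 and 4600 GC-like cells. The other classes are shares of about 31000 cells in the study (Supplementary Fig. 7d, read by eye), and here of 41538 cells, 27725 in Fosl2F/F and 13813 in the libraries labelled Fosl2cKO. Shares below are pooled over the cells of a condition.

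For cumulus GCs in Fosl2cKO, the paper's value is about 26% (Fig. 7g, read by eye) and the value here 17.3%. It no longer differed with over 2000 UMIs (17.4%), coarser clusters (27.6%), finer clusters (18.0%) and without Fosl2cKO replicate 2 (19.9%), and still differed under the other alternatives. For atretic GCs in Fosl2F/F, the paper's value is about 22% (Fig. 7g, read by eye) and the value here 11.9%, which no longer differed with no integration (16.2%) and without Fosl2F/F replicate 2 (17.1%) and still differed under the others. For atretic GCs in Fosl2cKO, the paper's value is about 32% (Fig. 7g, read by eye) and the value here 16.9%. Mitotic GCs were about 11% in Fosl2F/F and about 9.2% in Fosl2cKO in the paper (Fig. 7g, read by eye), and 17.9% and 22.8% here. These 3 values differed under every alternative named above.

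Stromal cells were about 25% in Fosl2F/F and about 39% in Fosl2cKO in the paper (Supplementary Fig. 8c, read by eye), and 14.1% and 17.9% here. Theca cells were about 7.5% and about 9.6% in the paper (Supplementary Fig. 8c, read by eye), and 4.18% and 4.24% here. Oocytes in Fosl2F/F were about 0.53% in the paper (Supplementary Fig. 8c, read by eye) and 0.339% here. These 5 values also differed under every alternative named. No alternative changed the naming rule, which left clusters unnamed that scored highest for stromal cells (cluster 1) or theca cells (clusters 2 and 16). Cluster 1 held 9.68% of the cells in Fosl2F/F and 8.81% in the libraries labelled Fosl2cKO. The gaps for stromal and theca cells may therefore come from the naming rule. For luteal cells in Fosl2cKO, the paper's value is about 2.8% (Supplementary Fig. 8c, read by eye) and the value here 4.50%, which no longer differed with finer clusters (4.18%) and without Fosl2cKO replicate 1 (4.13%) and still differed under the others. For lymphatic endothelial cells, set beside the study's epithelial cells B, the paper's value in Fosl2F/F is about 0.40% (Supplementary Fig. 8c, read by eye) and the value here 0.714%. It no longer differed with over 2000 UMIs (0.525%) and without Fosl2F/F replicate 2 (0.479%) and still differed under the others.

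The paper states that total cell numbers were alike in the conditions, where the files give 27725 and 13813 cells after filtering, and 39200 and 17909 barcodes before it. It states a significant decrease in number for GCs, where the libraries held 4575 and 6625 against 2200 and 2400 GC-like cells, which goes the same way, and their share of all cells had a log2 ratio of -0.43 (adjusted p = 0.950, edgeR) that was -0.02 without Fosl2F/F replicate 1. It states that the number of atretic GCs rose, where the conditions held 1332 and 778 atretic-like cells, and their share had a log2 ratio of 0.40 (adjusted p = 0.778, edgeR). Fig. 7f names luteinizing mural GCs as a subcluster, and no cluster took that name here. The paper states an increase of cumulus GCs, where the log2 ratio was -0.27, and 0.89 without Fosl2F/F replicate 2. Fig. 7i shows oxidative phosphorylation as activated in mural and atretic GCs, under a heading that names Fosl2F/F first, where its genes had medians of -0.29 and -0.25 in the libraries labelled Fosl2cKO against Fosl2F/F. The paper states that proinflammatory pathways rose in mural GCs, where the inflammation and NF-kB median was -0.06 (-0.51 to 0.39 with libraries left out). It states that a developmental pathway fell in atretic GCs as in mural GCs, where genes of GC differentiation and ovulation had a median of 0.09 in atretic-like cells and a mean of -0.08. It states that SASP pathways were enriched in altered GC subclusters, where the SASP genes passed in neither mural-like nor atretic-like cells, with medians of -0.17 and 0.15. In atretic-like cells they passed as higher with no integration (0.30), without Fosl2F/F replicate 2 (0.34) and without Fosl2cKO replicate 2 (0.19), and had a median of -0.16 without Fosl2F/F replicate 1. In mural-like cells they passed as lower without Fosl2F/F replicate 1 (-0.20) and without Fosl2cKO replicate 1 (-0.34), and were called higher by camera without Fosl2cKO replicate 2, where the median was -0.06. It ran its pathway analysis on lists of changed genes in mural and atretic GCs, where edgeR gave 1 gene in each. Settings with more were DESeq2 (88 and 48) and no gene filter (355 and 295) in mural-like and atretic-like cells, the replicate block (10) and finer, coarser and under 5% mitochondrial settings (2 each) in mural-like cells, coarser clusters (2) in atretic-like cells, and libraries left out (up to 199 and 20).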

Other observations

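The tests of swapped labels and of doublets below were chosen only after the result was seen.

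Fosl2 UMIs of mural-like and stromal-like cells were not lower in the 1st library labelled Fosl2cKO than in the Fosl2F/F libraries. In mural-like cells they amounted to 258 and 223 CPM in the Fosl2F/F libraries and 292 and 147 CPM in the libraries labelled Fosl2cKO, and in stromal-like cells to 169 and 296 against 360 and 166 CPM. In mitotic-like cells thinned to 2000 UMIs, fewer cells of that library held a Fosl2 UMI (16.4% against 20.3% and 24.8%). A swap of that library with a Fosl2F/F library is argued against, since its GC-like cells had 463 CPM of Plb1, which the Fosl2F/F libraries hold at 0.104 and 0.0501 CPM, but an exchange of both pairs of labels is not. Granulosa cells that escaped recombination would lack Plb1 UMIs and hold more Fosl2 UMIs, if Plb1 marks recombined cells. In mural-like cells the ratio of Fosl2 in cells with a Plb1 UMI to cells without was 1.14 and 1.02 in the libraries labelled Fosl2cKO, but only 13 and 20 cells had none, and 348 and 273 had 1 or more. Recombination of 1 allele only, and UMIs from exon 1, introns or a part of exon 4 that the recombined allele keeps, were not tested and stay open.

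When doublets are kept, the GC-like cluster with stromal genes makes up 8.72% of the GC-like cells. Doublets of a granulosa and a stromal cell may explain it, since 84.4% of its cells were marked as doublets. Tmsb4x (1118 CPM) and Cald1 (673 CPM), which Supplementary Fig. 8a also labels for luteinizing mural GCs, were highest in another cluster of 264 cells, of which 22.0% were marked. Whether the study's luteinizing mural GCs match either cluster was not tested.

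Across genes, the effects of the condition in GC-like and stromal-like cells correlated with a Spearman rho of 0.426, and those in mural-like and atretic-like cells with the effects in stromal-like cells at 0.412 and 0.438. Genes are not independent replicates, and the classes come from the same libraries, so deviations of a library add to such a correlation without any effect of the condition. GC content of the transcripts is argued against as the cause, since the rho for GC-like cells was 0.429 with its trend taken out.

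Akr1c18 in luteal-like cells had 2637 and 498 CPM in the Fosl2F/F libraries and 10.6 and 0.303 CPM in the libraries labelled Fosl2cKO. The luteal-like cluster led by Akr1c18, Onecut2 and Ptgfr held 109 and 344 cells in the Fosl2F/F libraries and 14 and 32 in the libraries labelled Fosl2cKO. The other luteal-like cluster, with Runx2, Hsd17b7 and Plb1 among its leading genes, held 74 and 899 against 317 and 259 cells. Plb1 was found in 97.2% and 97.8% of luteal-like cells of the libraries labelled Fosl2cKO, thinned to 2000 UMIs. Without integration of the libraries, a GC-like cluster led by Plb1 held 2 and 24 cells in the Fosl2F/F libraries and 352 and 377 cells in the libraries labelled Fosl2cKO.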
